# Expression ratio of the TGFβ-inducible gene *MYO10* is prognostic for overall survival of squamous cell lung cancer patients and predicts chemotherapy response

**DOI:** 10.1038/s41598-018-27912-1

**Published:** 2018-06-22

**Authors:** D. Dvornikov, M. A. Schneider, S. Ohse, M. Szczygieł, I. Titkova, M. Rosenblatt, T. Muley, A. Warth, F. J. Herth, H. Dienemann, M. Thomas, J. Timmer, M. Schilling, H. Busch, M. Boerries, M. Meister, U. Klingmüller

## Abstract

In lung cancer a deregulation of Transforming Growth Factor-β (TGFβ) signaling has been observed. Yet, the impact of TGFβ in squamous cell carcinoma of the lung (LUSC) remained to be determined. We combined phenotypic and transcriptome-wide studies and showed that the stimulation of the LUSC cell line SK-MES1 with TGFβ results in an increase of migratory invasive properties. The analysis of the dynamics of gene expression by next-generation sequencing revealed that TGFβ stimulation orchestrates the upregulation of numerous motility- and actin cytoskeleton-related genes. Among these the non-muscle myosin 10 (*MYO10*) showed the highest upregulation in a LUSC patient cohort of the Cancer Genome Atlas (TCGA). Knockdown of *MYO10* abrogated TGFβ-induced collagen gel invasion of SK-MES1 cells. The analysis of *MYO10* mRNA expression in paired tissues of 151 LUSC patients with corresponding 80-month clinical follow-up data showed that the mRNA expression ratio of *MYO10* in tumor and tumor-free tissue is prognostic for overall survival of LUSC patients and predictive for the response of these patients to adjuvant chemotherapy. Thus, *MYO10* represents a new clinical biomarker for this aggressive disease and due to its role in cellular motility and invasion could serve as a potential molecular target for therapeutic interventions in patients with LUSC.

## Introduction

Non-small-cell lung cancer (NSCLC) is the leading cause of cancer-related mortalities. Early metastasis and therapy resistance are the main features that result in high mortality among lung cancer patients^1^. Adenocarcinoma of the lung (LUAD) and squamous cell carcinoma of the lung (LUSC) are the two major subtypes of NSCLC. Although the prevalence of LUSC in developed countries is declining, it still accounts for about 25% of NSCLC cases^2^. Despite the great progress in developing targeted approaches in LUAD, therapeutic options for LUSC remain very limited as driver oncogene mutations are uncommon^3^. For decades platinum-based chemotherapy has been the gold standard for first-line therapy for LUSC patients. However, in a significant proportion of patients cancer cells are resistant to chemotherapy and the disease rapidly progresses^4^. Thus, there is an urgent need to gain insights into mechanism contributing to LUSC in order to establish mechanism-based biomarkers that help clinicians to identify patients at the highest risk for disease progression and therapy resistance.

Both early metastasis and therapy resistance are attributed to cancer cells undergoing epithelial-to-mesenchymal transition (EMT) and acquiring a more invasive phenotype with cancer stem cell-like properties^5^. Tumor cells harboring EMT features were repeatedly reported to localize at the invasive front of the tumor, hence mediating cancer cell dissemination and metastasis^6^.

There is growing evidence that deregulated TGFβ signaling contributes to the acquisition of an EMT phenotype by lung cancer cells. In the context of LUSC, elevated TGFβ1 levels were correlated with poor patient prognosis^7^ and over-activation of the TGFβ pathway was reported as a common feature in lung cancer^8^. Moreover, the EMT phenotype was widely observed in surgically resected specimens and associated with a worse clinical outcome and chemoresistance^9^. However, a mechanistic understanding of TGFβ-induced changes and their impact on LUSC progression remained to be established. Therefore, we combined phenotypic and transcriptome-wide approaches to determine TGFβ-induced dynamic changes in the transcriptome of a LUSC cell line and thereby derived a candidate prognostic biomarker that we validated in a clinical cohort.

## Results

### TGFβ treatment enhances pro-tumorigenic properties of LUSC cells

To study the impact of TGFβ on LUSC cells, we used the LUSC cell line SK-MES1 as a cellular model system. By quantitative immunoblotting we showed that TGFβ-induced phosphorylation of Smad2 and Smad3 in SK-MES1 cells reached a maximum after 30 min and declined thereafter (Fig. 1A and Supplementary Fig. S1A). SK-MES1 cells usually grow in tight epithelial colonies, but after treatment with TGFβ they lost cell-cell contacts and acquired an elongated spindle-shaped morphology (Fig. 1B), a feature commonly observed upon TGFβ-induced epithelial-to-mesenchymal transition (EMT). In line with these morphological alterations, TGFβ treatment of SK-MES1 cells induced the mRNA expression of classical EMT markers such as *SNAI1*, *ZEB1*, *VIM* and *MMP9* (Fig. 1C and Supplementary Fig. 1B).

**Figure 1:**
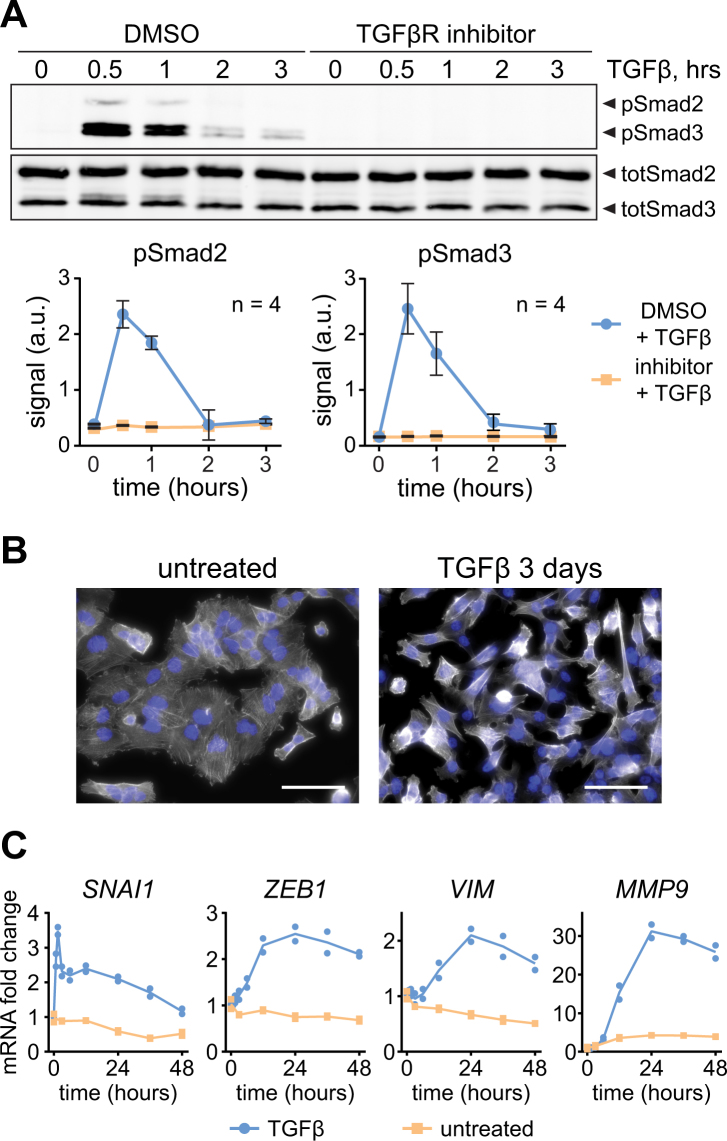
TGFβ treatment triggers EMT in SK-MES1 cells. (**A**) TGFβ induces Smad2/3 phosphorylation in TGFβR1-dependent way. SK-MES1 cells were pretreated with TGFβR1 inhibitor SB-431542 or DMSO and then stimulated with 2 ng/ml TGFβ1. Data presented correspond to mean and SD, n is the number of independent experiments. Additional replicates are shown in Supplementary Fig. S1A. Full-length blots are shown in Supplementary Fig. S6. (**B**) Prolonged exposure of SK-MES1 cells to TGFβ1 induces acquisition of EMT-like morphology. Cells were either stimulated with 2 ng/ml TGFβ1 or left untreated for 3 days, fixed and stained for F-actin (white) and DNA (blue). Scale bar corresponds to 50 µm. (**C**) EMT marker genes are upregulated upon TGFβ1 treatment. Growth factor-depleted SK-MES1 cells were stimulated with 2 ng/ml TGFβ1 or left untreated. RNA was extracted and analyzed using qRT-PCR. mRNA expression was normalized to four housekeepers: *GUSB*, *HPRT*, *GAPDH* and *G6PD*. Each dot represents a biological replicate. A second independent experiment is shown in Supplementary Fig. S1B.

We explored how the activation of TGFβ signal transduction and target gene expression as well as the morphological changes translated into altered phenotypic responses. To this aim, we established workflows to quantitatively assess at the single cell level the impact of TGFβ on SK-MES1 cells in a 2D cell migration assay and a 3D collagen invasion assay (Fig. 2A,B upper panels). This included the development of a mathematical algorithm to correct for the concave surface of the collagen gels to improve the reliability of quantifications in the 3D collagen invasion assay. In the 2D migration assay we observed by analyzing more than 1000 of single cell tracks per condition that the TGFβ treatment resulted in a two-fold increase in migration speed (from 4 to 8 µm/h) (Fig. 2A and Supplementary Fig. S2A). Co-treatment with a type I TGFβ receptor inhibitor prevented this effect. In the 3D collagen invasion assay TGFβ treatment resulted in a two-fold increase in the number of collagen-invaded SK-MES1 cells. Some of the TGFβ-treated SK-MES1 cells invaded more than 100 µm into the dense collagen gels, while untreated cells invaded on average not more than 20 µm (Fig. 2B and Supplementary Fig. S2B). The increase in the invasion capacity was TGFβ-specific because it was abolished by co-treatment with a type I TGFβ receptor inhibitor.

**Figure 2:**
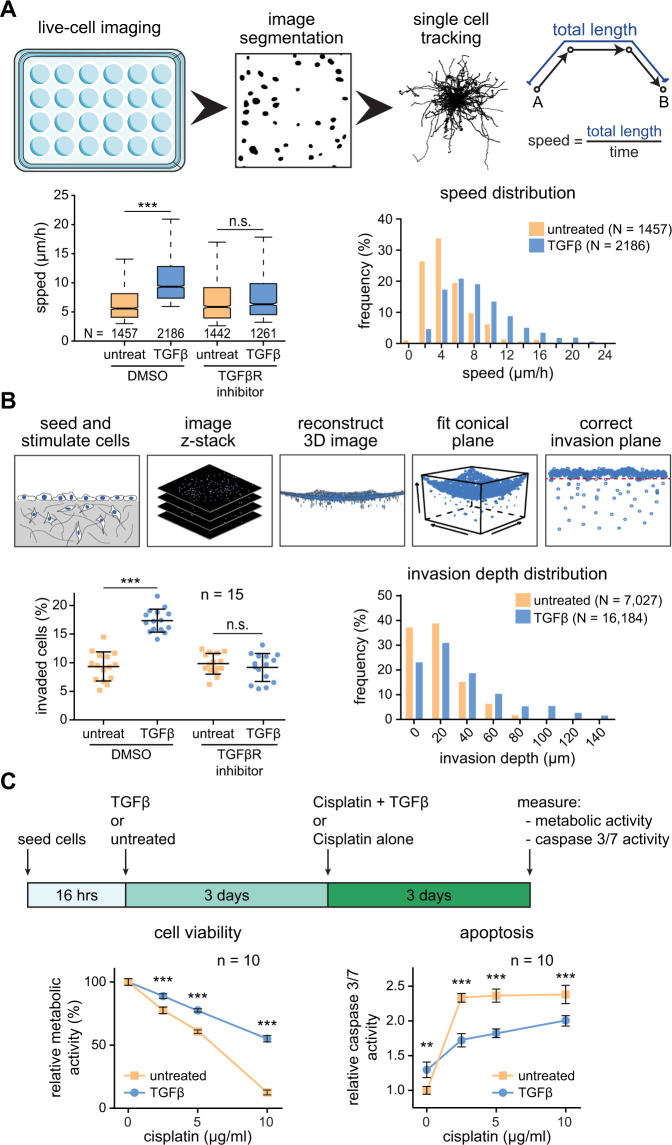
TGFβ treatment increases invasiveness and cisplatin resistance of squamous lung carcinoma cells SK-MES1. (**A**) Top, schematics of the 2D migration assay. Bottom, migratory properties of SK-MES1 cells are increased upon TGFβ treatment. Cells were seeded in 24-well plate, pretreated with either SB-431542 or DMSO, stimulated with 2 ng/ml TGFβ1 and imaged for 60 hours. Migration speed from each single cell track was quantified. Center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend to 5th and 95th percentiles, N indicates the number of quantified single cell tracks per condition. Additional independent experiments are shown in Supplementary Fig. S2A. Statistical analysis was performed using one-way ANOVA; ***P < 0.001; n.s., not significant. (**B**) Top, schematics of the collagen 3D invasion assay. Bottom, TGFβ stimulation increases number of invading cells and the average invasion depth. SK-MES1 cells were seeded in 96-well plates with precast collagen gels, allowed to attach overnight, growth factor-depleted for three hours, pretreated with either SB-431542 or DMSO, stimulated with 2 ng/ml TGFβ1, allowed to invade for four days, stained with Hoechst and imaged with a confocal microscope. The number of invaded cells and invasion depth were assessed. One representative experiment is shown. Data are presented as median and SD, every dot corresponds to a biological replicate (n = 15). N indicates the number of invaded cells. Additional independent experiments are shown in Supplementary Fig. S2B. Statistical analysis was performed using one-way ANOVA; ***P < 0.001; n.s., not significant. (**C**) Top, schematics of the experimental setup. Bottom, pre-treatment with TGFβ1 reduces sensitivity of SK-MES1 cells to cisplatin treatment. Cells were seeded in 96-well plate, stimulated with either 2 ng/ml TGFβ1 or left untreated for 3 days and then exposed to increasing doses of cisplatin for 3 days. Cell viability and caspase 3/7 activity were assessed. Data presented correspond to mean and SD, n is the number of biological replicates. Additional independent experiments are shown in Supplementary Fig. S1C. Statistical analysis was performed using one-way ANOVA; **P < 0.01; ***P < 0.001.

It was reported that the EMT phenotype correlates with increased resistance to chemotherapy^10^. To examine the impact of TGFβ on the resistance of SK-MES1 cells to cisplatin, a cell viability assay based on metabolic activity and an apoptosis assay based on caspase 3/7 activity was employed (Fig. 2C). We observed that pre-treatment of SK-MES1 with TGFβ for 3 days resulted in a 4.4-fold increase of viable cells after 3 days exposure to 10 µg/ml cisplatin (Fig. 2C and Supplementary Fig. S2C). Likewise, pretreatment with TGFβ reduced the caspase 3/7 activity across all tested doses of cisplatin by 25% (Fig. 2C and Supplementary Fig. S2D). Collectively, these data indicate that SK-MES1 cells acquire a more aggressive phenotype upon exposure to TGFβ.

### Multiple actin cytoskeleton- and motility related genes are upregulated in LUSC cells upon TGFβ stimulation

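SK-MES1, an established cell line derived from a human squamous cell carcinoma of the lung, was growth factor-depleted for 3 hours and then either left untreated or stimulated with 2 ng/ml TGFβ1. RNA was collected at 0, 8, 24 and 48 h in both arms, with 3 biological replicates per arm and time point, which gives 24 libraries in 8 groups. At 0 h stimulation has had no time to act, so the comparison of the arms at 0 h serves as a negative control. The authors quantified the reads against Ensembl transcripts of GRCh38 with kallisto and deposited, for each of 173259 transcripts and each library, the estimated count, the effective length and the TPM (the share of transcripts after correction for length). The estimated counts of a library summed to between 46613589 and 77964234, with a median of 57257582 in the 12 untreated libraries and of 53503138 in the 12 libraries of the TGFβ arm. At this depth, 10 estimated counts, the minimum used for testing a gene are a very small share of a library. Counting error still limits genes with few counts, such as MYO7B with a mean of 37.7 estimated counts in untreated cells at 48 h.
For the values given here, transcripts were assigned to genes with the GENCODE release 44 annotation of GRCh38, which is newer than the annotation used by the authors. Of the transcripts, 155518 (89.8%) had a gene in that release, and these carried from 94.82% to 95.18% of the estimated counts and from 92.77% to 93.99% of the TPM of a library. The remaining transcripts were left out of the gene sums, so that the TPM of a gene that lost a transcript is lower than in the authors' own sums. Estimated counts were summed over the transcripts of each gene and rounded, the 17415 genes with at least 10 estimated counts in at least 3 libraries were kept, and the arms were compared with limma voom after TMM normalization. The paper's text names the filter on counts and limma voom but not the contrasts, and the contrasts used here were the differences between TGFβ-treated and untreated cells at 8, 24 and 48 h, tested together with a moderated F-test. All p-values across genes were adjusted by the Benjamini-Hochberg method. Counts of replicate libraries of the same group differed by more than sampling noise in each of the 24 pairs. The chi-square per gene lay between 3.17 and 60.46 (1 corresponds to sampling noise). It was highest between replicates 1 and 2 of the TGFβ arm at 0 h. Such spread does not show whether the libraries come from independent cultures. Each library was counted as a separate replicate, and the paper describes the replicates as biological. The libraries carry 4 batch codes, 1 for each arm at 0 and 8 h and 1 for each arm at 24 and 48 h. At 24 and 48 h the batch and the treatment cannot be told apart, whereas 0 and 8 h share a batch within each arm.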

To elucidate mechanisms that contribute to TGFβ-induced cancer cell invasion and increased chemotherapy resistance in LUSC cell line SK-MES1, we performed a time-resolved whole-transcriptome RNA-Seq analysis of SK-MES1 cells that were treated with TGFβ for up to 48 hours or were left untreated. Genes were considered as differentially regulated if their overall mRNA expression dynamics in treated versus untreated cells was significantly different (multiple testing adjusted *P*-value < 0.01). 

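With limma voom and the F-test over 8, 24 and 48 h, 7411 of the 17415 tested genes (42.6%) had an adjusted p-value below 0.01. On average over these time points, 3657 of them were higher and 3754 were lower in TGFβ-treated than in untreated cells. At 0 h, the start of stimulation, 0 genes passed the same threshold, and 801 genes had an unadjusted p-value below 0.05. At 8 h, 2861 genes passed, of which 1592 were higher with TGFβ. In the fit of all libraries, 5115 genes passed at 24 h and 5687 genes at 48 h. At 48 h the genes with lower expression (2867) were about as many as those with higher expression (2820). With only the libraries of the tested time point in limma voom, 5307 genes passed at 8 h, 2771 at 24 h and 7596 at 48 h. A growth from 8 h to 24 h therefore depended on which libraries entered the fit. Leaving out each of the 24 libraries in turn gave between 6754 and 8128 genes in the F-test. The settings that moved this number most, upward and downward, were the use of the paper's qRT-PCR reference genes as library size, with 11184 genes, and the change from 0 h. Testing the change from 0 h in place of the difference between the arms gave 4357 genes. With the replicate number added to the design as a replicate block, 8091 genes passed. Across all groups, libraries with the same replicate number had a mean correlation of their deviations from the group means of 0.025, against -0.012 for libraries with different numbers. Between the arms of the same time point these values were 0.077 and -0.038. Deviations within a group sum to 0, which nearly fixes the value for different numbers, so it is no independent comparison. For the same number the correlation was 0.156 at 0 h, 0.153 at 24 h, -0.031 at 8 h and 0.028 at 48 h. Each of these rests on 3 pairs and was not tested, so a pairing is not shown. In both arms at 0 and 24 h, replicate 2 differed most in counts from the other replicates. A replicate block within each time point, chosen after seeing the data, gave 9998 genes.

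**Figure D1:**
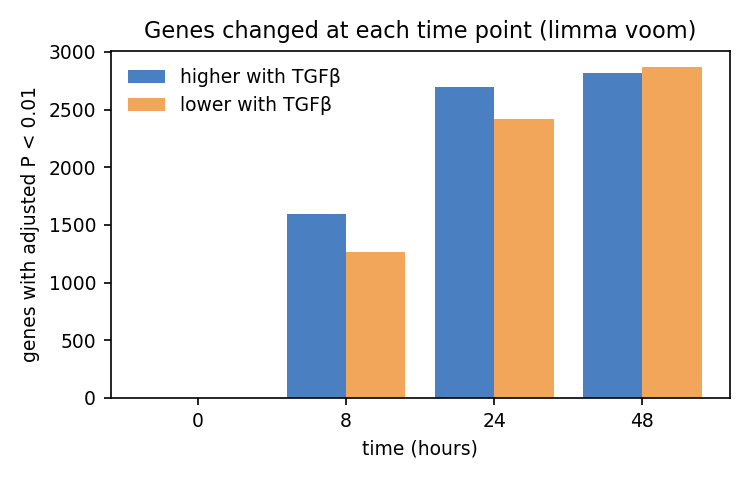
Number of genes with an adjusted P-value below 0.01 (vertical axis) at 0, 8, 24 and 48 hours (horizontal axis), with genes higher in TGFβ-treated than in untreated cells as blue bars and genes lower as orange bars. Both bars are at 0 genes at 0 h and reach 2820 and 2867 genes at 48 h.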

In total expression of 2323 genes significantly changed in response to TGFβ treatment (Fig. 3A). The resulting list of differentially regulated genes was used for Gene Set Enrichment Analysis (GSEA) to identify regulated gene ontology (GO) terms of cellular components, which were subsequently visualized with the REVIGO tool^11^ to establish clusters with distinct gene expression patterns. This approach revealed a preferential regulation of four gene clusters encoding actin cytoskeleton-, motility-, ECM- and secretory-related proteins (Fig. 3B). 

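The gene sets of the Gene Ontology that the paper used for this step were not analysed here. The 4 clusters are therefore those of the paper, with their candidates read from its figure. Of the genes past the threshold at single time points, 1932 passed at 8, 24 and 48 h alike, and 1865 of these had the same direction at all of these time points. By contrast, 313 genes passed at 8 h only, 1176 at 24 h only and 1882 at 48 h only. Among genes that passed at both 8 h and 48 h, 2050 kept their direction and 123 changed it. A difference of at least 2-fold was seen for 428 of the genes past the threshold at 8 h (15.0%), for 1097 at 24 h (21.4%) and for 1461 at 48 h (25.7%). Passing at one time point and not at another does not show that the differences themselves differ. In a direct test, the difference between the arms changed from 24 h to 48 h for 1591 genes and from 8 h to 24 h for 1168 genes, each at an adjusted p-value below 0.01 in limma voom.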

To narrow down the list of potential candidates involved in mediating the TGFβ-induced invasive properties of LUSC cells, the five genes per cluster with the lowest multiple testing-adjusted *P*-values and with at least two-fold upregulation after normalization to untreated samples were selected. Because some of the genes were among the top five candidates in more than one cluster this resulted in a list of 15 TGFβ-regulated genes (Fig. 3C,D and Supplementary Fig. S3A). 

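Of the 15 candidate genes, 14 had an F-test adjusted p-value below 0.01 together with a difference of at least 2-fold averaged over 8, 24 and 48 h. The exception was SHROOM4, with an average log2 fold change of 0.98 (standard error 0.034), which passed 2-fold at 48 h with a log2 fold change of 1.42 and not at 8 h, where it was 0.61. All 15 candidates met both criteria when 2-fold was required at any one time point, and also when the change from 0 h was tested. The adjusted p-values of the candidates in limma voom ranged from 4.4e-25 for TGFBI to 1.0e-12 for CORO2B. Log2 fold changes averaged over 8, 24 and 48 h were 2.98 for ITGB3, 2.97 for TPM1, 2.48 for PLAU, 2.28 for DYSF and 2.11 for CORO2B. For 14 of the 15 candidates, every TGFβ-treated library had a higher TPM than every untreated library of the same time point. CORO2B, which had the lowest counts of these in untreated cells, was separated at 24 and 48 h but not at 8 h. Since the candidates were chosen from these same libraries, meeting the criteria and this separation are not independent evidence. From the low adjusted p-values and the at least 2-fold upregulation in each cluster, the paper selects these genes as candidates for mediating the TGFβ-induced invasive properties of the cells.

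**Figure D2:**
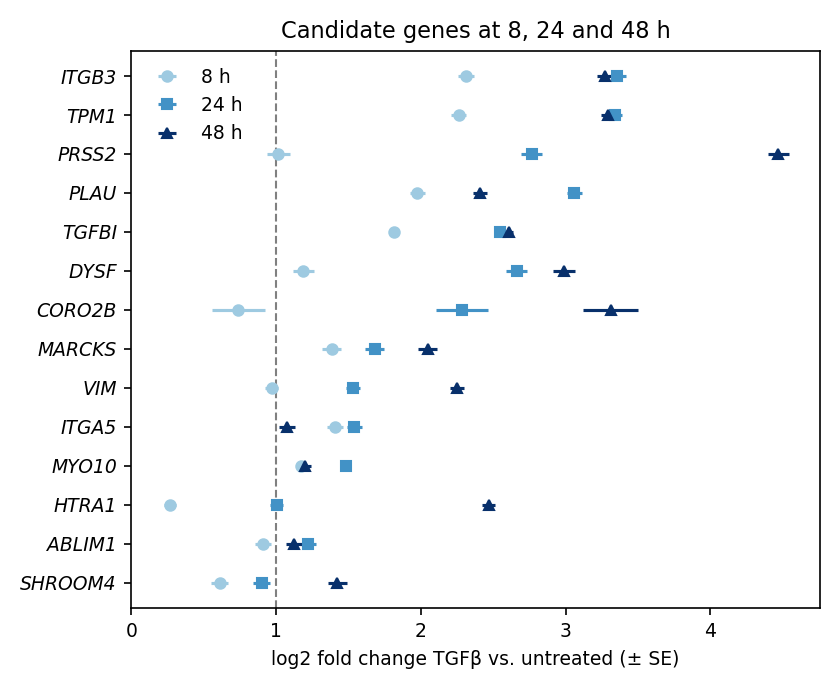
Log2 fold change of 14 candidate genes in TGFβ-treated versus untreated cells (horizontal axis) at 8, 24 and 48 h (light circles, squares and dark triangles), with standard errors from limma voom as bars and a dashed line at a 2-fold difference (log2 of 1). The genes shown are ordered by their average, from ITGB3 at 2.98 down to SHROOM4 at 0.98.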

Interestingly, genes identified as candidates in our approach included *MYO10, SERPINE1, ITGB3, ITGA5, TGFBI, VIM* and *MARCKS*. These TGFβ-regulated genes were previously associated with increased cancer invasiveness, chemoresistance and worse clinical outcome in different cancer entities including breast, lung cancer (both LUSC and LUAD), invasive melanoma and prostate cancers^12–17^. 

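MYO10 lies on chromosome 5 of GRCh38, from 16661907 to 16936288 on the minus strand. Its average log2 fold change was 1.285 (standard error 0.020, adjusted p = 1.2e-20 in the F-test of limma voom), which placed it at rank 36 of the tested genes by p-value and at rank 408 by the size of the average increase. ITGB3 (chromosome 17, 47253827 to 47313743) increased at each time point and reached 136 ± 5.45 TPM (SD, n = 3) at 48 h against 14.3 ± 0.596 TPM. ITGA5 (chromosome 12, 54395261 to 54419266) was highest at 8 h with 172 ± 7.73 TPM and fell to 113 ± 2.60 TPM at 48 h, when untreated cells had 54.7 ± 0.946 TPM. For MARCKS (chromosome 6, 113857345 to 113863475), 231 ± 4.54 TPM in TGFβ-treated cells stood against 56.6 ± 1.34 TPM at 48 h. VIM (chromosome 10, 17228241 to 17237593) differed at 48 h partly because untreated cells went down, from 1859 ± 109 TPM at 0 h to 764 ± 7.31 TPM at 48 h, while TGFβ-treated cells went up from 1978 ± 79.7 to 3576 ± 13.3 TPM. Each of the genes named here, and TGFBI, was separated between the arms in all libraries of 8, 24 and 48 h (exact permutation test of the mean log2 TPM difference within time points, two-sided p = 0.00025 for each, the smallest p this design allows). The paper chose these genes from the same libraries for their upregulation, so the separation is not independent evidence. Relabelling also cannot separate treatment from the batch codes, which differ between the arms.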

To determine which of these TGFβ-regulated genes are relevant in the context of LUSC, we evaluated the alterations of mRNA levels of the selected 15 candidate genes in a cohort of 501 LUSC patients from the Cancer Genome Atlas (TCGA) (Fig. 3E). Strikingly, of those genes the *MYO10* gene was the top candidate as it was upregulated in 27% of the patients, whereas an upregulation of the mRNAs of the other genes was only observed in 2–5% of the LUSC patients. Interestingly, the genes with the highest percentage of mRNA upregulation in LUSC patients belonged either to the migration or the actin cytoskeleton clusters, while genes from the ECM and secretory clusters were rarely altered in LUSC patients, although several of the genes from these clusters showed a high fold increase in SK-MES1 cells upon TGFβ treatment (Fig. 3C,D and Supplementary Fig. S3A). 

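The cluster of each candidate was read from the paper's figure. That reading gave the ECM cluster more genes than the paper selected per cluster, so single assignments are uncertain. Among the candidates read as ECM and secretory, the largest difference was that of PRSS2 (chromosome 7, 142760398 to 142774564). Its log2 fold change grew from 1.01 at 8 h to 2.77 at 24 h and 4.47 at 48 h (standard error 0.071, adjusted p = 5.3e-21 from limma voom). Its expression at 48 h was 1050 ± 5.97 TPM (SD, n = 3) with TGFβ and 48.5 ± 2.87 TPM without. PRSS2 belongs to a family of trypsinogen genes of similar sequence, among which the quantification could have divided reads, so its level is less certain than that of single-copy genes. HTRA1 (chromosome 10, 122458551 to 122514907) also rose late, with a log2 fold change of 0.27 at 8 h and 2.47 at 48 h. TGFBI (chromosome 5, 136028988 to 136063818) was induced by 8 h, with 1418 ± 2.98 against 414 ± 8.69 TPM, and its average log2 fold change was 2.32. ABLIM1 had an average log2 fold change of 1.08 and increased in untreated cells as well, from 12.4 ± 0.481 TPM at 0 h to 23.6 ± 0.699 TPM at 48 h. By average log2 fold change, PRSS2 and TGFBI ranked 4 and 6 among the 15 candidates, whereas HTRA1, ABLIM1 and SHROOM4 took the ranks 13, 14 and 15, below MYO10 at rank 12. ITGB3 and TPM1, whose average changes were larger than that of PRSS2, were read as members of the migration and actin cytoskeleton clusters.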

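In SK-MES1 cells, 29 of 39 protein-coding myosin genes (symbols beginning with MYO or MYH and a digit) had enough counts to be tested, and 18 of these had an F-test adjusted p-value below 0.01 in limma voom, 9 with higher and 9 with lower average expression in TGFβ-treated cells. Of these 18 genes, MYO10 and MYO7B had a difference of at least 2-fold on average. MYO7B (chromosome 2, 127535683 to 127637729) had the larger average log2 fold change, 2.99 (standard error 0.10, adjusted p = 2.9e-15 in the F-test of limma voom), at a low level of 4.78 ± 0.289 TPM (SD, n = 3) with TGFβ and 0.334 ± 0.020 TPM without at 48 h. Its full-length canonical transcript carried 0.4% of the TPM of the gene in TGFβ-treated cells at 48 h. By p-value MYO10 ranked first of the 29 genes. Among the 17 myosin genes with a mean of at least 10 TPM in some group, MYO10 also had the largest average change. The next largest increases were those of MYO1E and of MYO9B, with a log2 fold change of 0.35 for MYO9B. MYH9 was at rank 8 of these 17, and at rank 11 of all 29. The largest average decreases among the 17 were those of MYO15B (log2 fold change -0.58) and MYO18A (-0.53).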

Given the prominent upregulation of *MYO10* expression in LUSC patients and the pivotal role of non-muscle myosins in mediating cancer cell invasion in multiple cancer entities^18^, we examined whether other myosin-encoding genes scored high in our analysis but were not among the top five TGFβ-regulated genes. Indeed, in the LUSC patients of the TCGA cohort the second and third most regulated genes encoding myosins were *MYH9* and *MYO1E*, which were previously implicated in cancer progression^19,20^. Both of these myosin genes were upregulated in LUSC patients of the TCGA cohort with *MYH9* being overexpressed in 7% of the cases (Fig. 3E lower panel). A significant co-occurrence of an upregulation of the mRNAs of *MYO10*, *MYH9*, *MYO1E* and *TGFB1* was observed in the LUSC patients of the TCGA cohort (Supplementary Fig. S3B), suggesting that the exposure of tumor cells to elevated levels of TGFβ might have stimulated upregulation of motility and invasion-related myosins. Therefore, all three myosin genes were included for further analysis.

**Figure 3:**
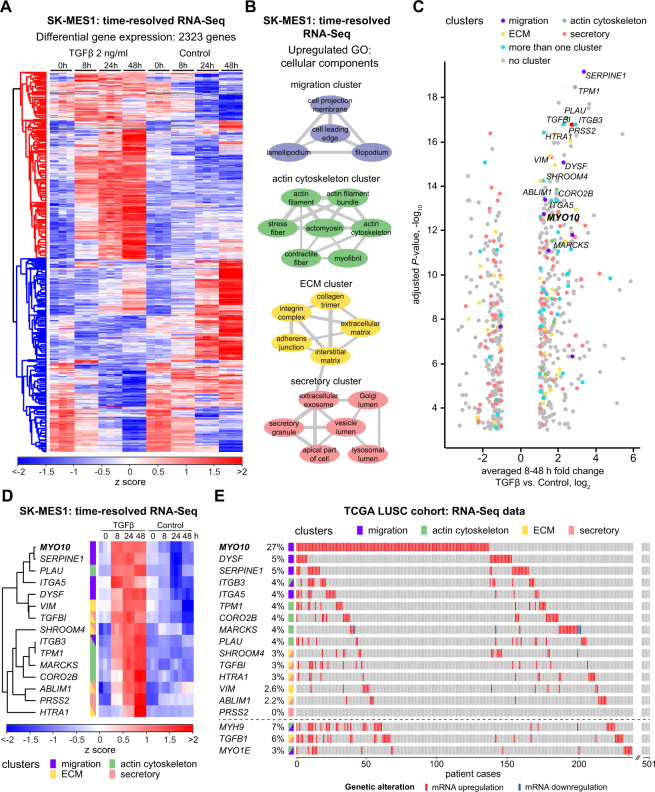
TGFβ treatment оf LUSC cells results in upregulation of migration- and actin cytoskeleton-related genes. (**A**) Non-supervised hierarchical clustering of z-scored differentially regulated 2323 genes (adjusted *P*-value < 0.01) between TGFβ-treated and untreated conditions. SK-MES1 cells were stimulated with 2 ng/ml TGFβ or left untreated. RNA was extracted and sequenced using HiSeq 4000. (**B**) Clusters of significantly upregulated GO cellular component gene sets between TGFβ-treated and untreated conditions. Significantly upregulated GO terms (adjusted *P*-value < 0.01) were visualized using REVIGO (allowed similarity 0.5). Thickness of connecting grey lines corresponds to the similarity of the GO terms. Only clusters that consist of at least two GO terms are displayed. (**C**) Volcano plot of differentially regulated genes between TGFβ-treated and untreated conditions. Fold change of averaged 8–48 h time points between both conditions is displayed. Only significantly regulated genes (adjusted *P*-value < 0.01) with a fold change of at least two are shown. Five most regulated genes from each cluster of upregulated GO cellular component gene sets are indicated with corresponding colors. Grey circles indicate differentially regulated genes that do not belong to any of the four clusters. (**D**) Time-resolved dynamics of top differentially regulated candidate genes from each of the clusters. Top five genes from each of the four clusters with the lowest adjusted *P*-values and fold change of at least two after normalization to untreated samples were selected as candidates. In case the same gene belonged to different clusters and satisfied the inclusion criteria, it was marked as belonging to both clusters. Single gene plots are shown in the Supplementary Fig. S3A. (**E**) TCGA LUSC cohort RNA-Seq expression data of selected candidate genes sorted by frequency of mRNA upregulation. *MYH9*, *TGFB1* and *MYO1E* genes were additionally included.

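In the F-test of limma voom with a 2-fold limit on the change averaged over 8 to 48 h, 976 genes remained. Of these, 526 were higher (rising) and 450 lower (falling) with TGFβ than in untreated cells. In the TGFβ arm itself, only 368 of the rising and 146 of the falling genes moved 2-fold from their own 0 h level on average. The 976 genes make up 13.2% of the genes past the adjusted p-value alone. The lowest p-values of the rising genes belonged to PMEPA1, TGFBI and F2R, in this order. Expression of PMEPA1 had an average log2 fold change of 4.11 (standard error 0.023) and that of F2R of 2.07 (standard error 0.019). The falling genes with the lowest p-values were ALDH1A3, IL6R, TIMP3, SLC47A1 and RGCC. For TIMP3 and SLC47A1 the difference came mostly from untreated cells, which at 48 h had 5.73 and 3.15 times their 0 h TPM. The TGFβ arm at 48 h had 0.83 and 0.80 times its 0 h TPM for TIMP3 and SLC47A1. For ALDH1A3, IL6R and RGCC it had 0.17, 0.22 and 0.12 times its 0 h TPM. For RGCC the average log2 fold change was -2.74 (standard error 0.052), and ALDH1A3 fell further with time, from -0.93 at 8 h to -2.42 at 48 h. On log2(TPM + 1) 420 genes were past both limits, and on log2(TPM + 0.1) 765 genes.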

### TGFβ-induced myosin motors are essential for TGFβ-mediated cancer cell invasion

To examine the biological importance of the candidate TGFβ-induced myosins for LUSC, we validated the time-resolved RNA-Seq data (Fig. 4A) with time-resolved examinations by qRT-PCR of TGFβ-stimulated SK-MES1 cells (Fig. 4B). mRNA expression data assessed by both methods significantly correlated with Spearman coefficients of ρ = 0.92, 0.78 and 0.54 for *MYO10*, *MYO1E* and *MYH9* mRNAs, respectively (Supplementary Fig. S4A). 

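At 0 h the log2 differences between the arms were 0.04 for MYO10, 0.02 for MYH9 and -0.08 for MYO1E (standard error 0.037). MYO10 expression rose to 49.0 ± 0.954 TPM (SD, n = 3) at 8 h and was 46.8 ± 0.818 TPM at 24 h and 47.6 ± 0.924 TPM at 48 h, against 22.3 ± 0.576, 17.2 ± 0.198 and 21.5 ± 0.786 TPM in untreated cells. The log2 fold change of MYO10 was 1.17 at 8 h, 1.48 at 24 h and 1.20 at 48 h (standard error 0.035, adjusted p = 6.4e-17 at 48 h in limma voom). MYO1E (chromosome 15, 59132434 to 59372871) increased by a log2 fold change of 0.66 at 8 h and 0.835 at 24 h, and by 0.29 at 48 h (standard error 0.036, adjusted p = 8.6e-07), when the TPM values were 38.3 ± 3.37 and 33.6 ± 1.77 and the libraries of the arms overlapped. On log2(TPM + 1) the difference of MYO1E at 48 h was 0.18 and did not pass (adjusted p = 0.094 in limma-trend). MYH9 (chromosome 22, 36281280 to 36388010) was higher with TGFβ at 8 h, with 380.5 ± 15.9 against 290.5 ± 2.02 TPM and a log2 fold change of 0.44 (standard error 0.065, adjusted p = 2.1e-05). At 24 h the log2 fold change of MYH9 was 0.09, with an adjusted p of 0.27 in limma voom. The adjusted p was 0.17 with a replicate block and 0.032 with a replicate block within each time point, none below 0.01. Leaving out 1 library at a time moved this log2 fold change between 0.047 and 0.156. With the 4 reference genes as library size it was 0.445 (adjusted p = 1.1e-07 in limma voom). At 48 h MYH9 was lower with TGFβ, 303 ± 8.23 against 362 ± 20.6 TPM, with a log2 fold change of -0.23. The adjusted p was 0.0062 in limma voom, 0.0013 with a replicate block and 4.5e-05 with a replicate block within each time point. That decrease depended on the scaling. With the 4 reference genes as library size the log2 fold change of MYH9 at 48 h was 0.115. This scaling moved all genes together, with the median of the tested genes at 0.336, so MYH9 stayed below the median gene. With library totals and upper-quartile factors the log2 fold change was -0.317 and -0.273 (adjusted p = 0.00025 and 0.0018 in limma voom).
Averaged over 8, 24 and 48 h, the log2 fold change of MYO1E was 0.60 (adjusted p = 6.8e-16 in limma voom) and that of MYH9 was 0.10 (adjusted p = 0.031), which is not below 0.01. In the F-test over 8, 24 and 48 h, which also responds to differences of opposite sign, MYH9 had an adjusted p of 1.3e-05 in limma voom. With a replicate block, the average change of MYH9 was also 0.10, with an adjusted p of 0.0096, and of 0.00050 when the replicate block was set within each time point. The exact permutation test within time points gave two-sided p-values of 0.0005 for MYO1E and 0.396 for MYH9. From 8 h to 48 h the difference between the arms changed by 0.03 for MYO10 (unadjusted p = 0.54 in limma voom), whereas it declined for MYO1E by -0.36 (unadjusted p = 6.3e-07) and for MYH9 by -0.675 (unadjusted p = 4.3e-07 in limma voom). With the replicate block these changes were 0.03, -0.36 and -0.67. The 4 reference genes as library size left the decline of MYH9 at -0.42, reduced that of MYO1E to -0.105, which did not pass the threshold for 3 comparisons, and turned the change of MYO10 into an increase of 0.29. This scaling also moved the median of all tested genes up, from a log2 fold change of 0.08 at 8 h to 0.336 at 48 h.

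**Figure D3:**
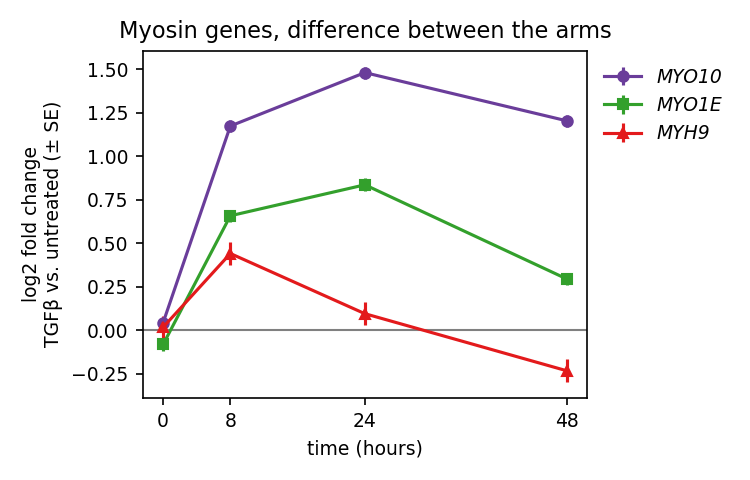
Log2 fold change between TGFβ-treated and untreated cells (vertical axis) at 0, 8, 24 and 48 hours (horizontal axis) for MYO10 (circles), MYO1E (squares) and MYH9 (triangles), with standard errors from limma voom as bars. MYO10 stays at or above 1.17 from 8 h on, MYO1E is at 0.29 and MYH9 at -0.23 at 48 h under TMM normalization, and MYH9 at 48 h is at 0.115 with the reference genes as library size.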

All three candidate genes demonstrated strong mRNA induction upon TGFβ treatment, with *MYO10* expression being the most pronounced and most sustained for up to 48 hours. Interestingly, cisplatin treatment alone did not alter expression of *MYO10*, *MYH9* and *MYO1E* mRNAs, but slightly modulated TGFβ-induced induction when applied in combination with 2 ng/ml of TGFβ (Supplementary Fig. S4B).

**Figure 4:**
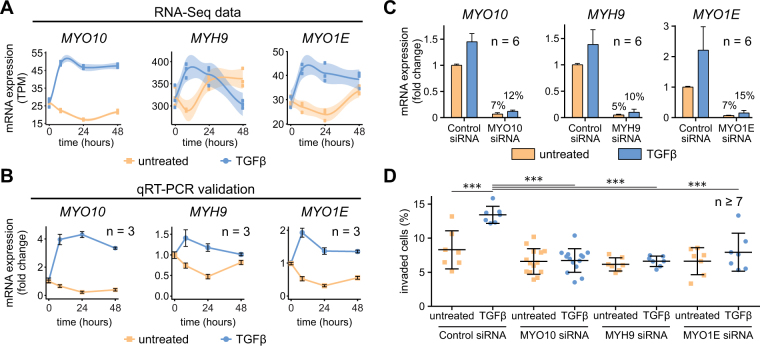
TGFβ-inducible myosins are required for TGFβ-mediated cancer cell invasion. (**A**) Time-resolved RNA-Seq data of selected myosin genes upon TGFβ treatment in SK-MES1 cells. Cells were growth factor-depleted for three hours and stimulated with 2 ng/ml TGFβ1 or left untreated. mRNA was extracted and sequenced using HiSeq 4000. Data are presented in TPM (transcripts per million) values. Each dot represents a biological replicate, shaded areas correspond to standard error. (**B**) qPCR validation of RNA-Seq data. RNA of TGFβ-treated and untreated SK-MES1 cells that was used for RNA-Seq was also analyzed with qRT-PCR. Data presented correspond to mean and SD from three biological replicates. (**C**) siRNA knockdown results in 90% knockdown efficiency of TGFβ-inducible myosins. After 36 hours of siRNA transfection SK-MES1 cells were stimulated for 1 hour with 2 ng/ml TGFβ1 or left untreated. mRNA was extracted and the knockdown efficiency was analyzed using qRT-PCR. Data represent mean and SD from six biological replicates. (**D**) Myosins knockdowns inhibit TGFβ-mediated cancer cell invasion. SK-MES1 cells were transfected with siRNAs for 36 hours and stimulated with 2 ng/ml TGFβ1 for four days. Amount of invaded cells into the collagen gel was assessed. One representative experiment is shown. Every dot corresponds to a biological replicate (n ≥ 7), black line indicates the median. Additional independent experiment is shown in Supplementary Fig. S4C. Statistical analysis was performed using one-way ANOVA; ***P < 0.001.

Given the role of non-muscle myosins in cancer metastasis, we studied the effect of gene silencing on the ability of the SK-MES1 cells to invade 3D collagen gels in response to TGFβ stimulation. We used siRNA to knockdown *MYO10*, *MYH9* or *MYO1E* and achieved for all of them a knockdown efficiency of more than 85% at the mRNA level (Fig. 4C). Whereas TGFβ treatment of SK-MES1 cells transfected with control non-targeting siRNA resulted in a two-fold increase in the number of invaded cells compared to unstimulated cells (Fig. 4D), the TGFβ-enhanced invasion of SK-MES1 cells was abrogated upon downregulation of the different myosins. These results indicate that the TGFβ-induced non-muscle myosins MYO10, MYH9 and MYO1E play a non-redundant and crucial role in mediating TGFβ-regulated invasiveness of the LUSC cells.

### *MYO10* mRNA overexpression is prognostic for overall survival of patients with squamous cell carcinoma

Actin-based protrusions and TGFβ-induced myosins are crucial for multiple phases of the metastatic cascade^18^. Among the identified TGFβ-regulated non-muscle myosins *MYO10* showed the strongest upregulation in response to TGFβ stimulation in SK-MES1 cells and the highest mRNA overexpression in LUSC patients of the TCGA cohort. Therefore, we further assessed its clinical relevance in paired tumor and tumor-free tissue from our NSCLC cohort consisting of both LUAD and LUSC patients with a similar tumor stage distribution among LUSC patients as in the TCGA LUSC cohort (Supplementary Table S1 and Supplementary Fig. S5B). 

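In the RNA-Seq data, leaving out each library in turn kept the average log2 fold change of MYO10 between 1.281 and 1.289, that of MYO1E between 0.59 and 0.60 and that of MYH9 between 0.084 and 0.121, so that the order of these 3 genes did not depend on any single library. The ratio of mean TPM in TGFβ-treated to untreated cells was 2.20 at 8 h, 2.71 at 24 h and 2.21 at 48 h for MYO10. For MYO1E the ratios were 1.58, 1.71 and 1.14, and for MYH9 they were 1.31, 1.04 and 0.839. The canonical transcript of MYO10 had 8038 bases as quantified by the authors and another length in the newer annotation. At 8 h it carried 88.3% ± 1.26 (SD, n = 3) of the MYO10 TPM in TGFβ-treated cells and 86.7% ± 1.12 in untreated cells. Its level at 8 h was 43.3 ± 0.718 TPM with TGFβ and 19.3 ± 0.248 TPM without. For MYH9 the canonical transcript carried 98.2% ± 0.05 in TGFβ-treated cells at 8 h. The TPM of MYO1E rested mostly on short transcripts, and its canonical transcript, of 8673 bases as quantified, carried 14.6% ± 0.88 at 8 h, with 6.20 ± 0.267 TPM in TGFβ-treated and 4.16 ± 0.196 TPM in untreated cells. MYO7B, a myosin gene outside these 3, had a larger fold change at a much lower level, as given above with its transcripts.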

For each tumor entity, patients were divided into two subgroups, *MYO10* fold change <1 and *MYO10* fold change >1, based on the expression ratio of *MYO10* mRNA in tumor versus tumor-free tissue (Fig. 5A). To investigate the prognostic value of the *MYO10* mRNA expression ratio, we performed Cox regression analysis (Table 1). Univariate analysis indicated that a high *MYO10* mRNA expression ratio (*P* = 0.018), gender (*P* = 0.04) as well as the pathological stages (*P* = 0.005 for pstage II and *P* < 0.001 for pstage III) were prognostic factors for the overall patient survival. The multivariate analysis suggested that a high *MYO10* mRNA expression ratio was only prognostic for LUSC patients, but not for LUAD patients (Table 2). Using the *MYO10* mRNA expression ratio to separate the patient groups, we confirmed that LUSC patients with high *MYO10* mRNA expression ratio demonstrate reduced overall survival independent of the tumor stage and treatment regimen (*P* = 0.008, Fig. 5B left), which was not observed in LUAD patients (*P* = 0.57, Fig. 5B right). Next, the LUSC patients were subdivided according to those that had no further treatment after the resection (mainly stage IB and IIA patients with a median disease-free survival of 28.4 months) and those who received adjuvant chemotherapy (mainly stage IIB and IIIA patients with a median disease-free survival of 35.6 months) (Fig. 5C and Supplementary Fig. S5C,D). This analysis showed that for untreated patients *MYO10* mRNA expression ratio expression was not predictive for overall survival (*P* = 0.429) (Fig. 5C, left panel). On the contrary, patients with low *MYO10* mRNA expression ratio strongly benefited from the adjuvant chemotherapy treatment in comparison to patients with a high *MYO10* mRNA expression ratio (*P* = 0.001) (Fig. 5C, right panel). Therefore, we conclude that *MYO10* mRNA expression ratio is predictive for the outcome of adjuvant chemotherapy treatment of LUSC patients.

**Figure 5:**
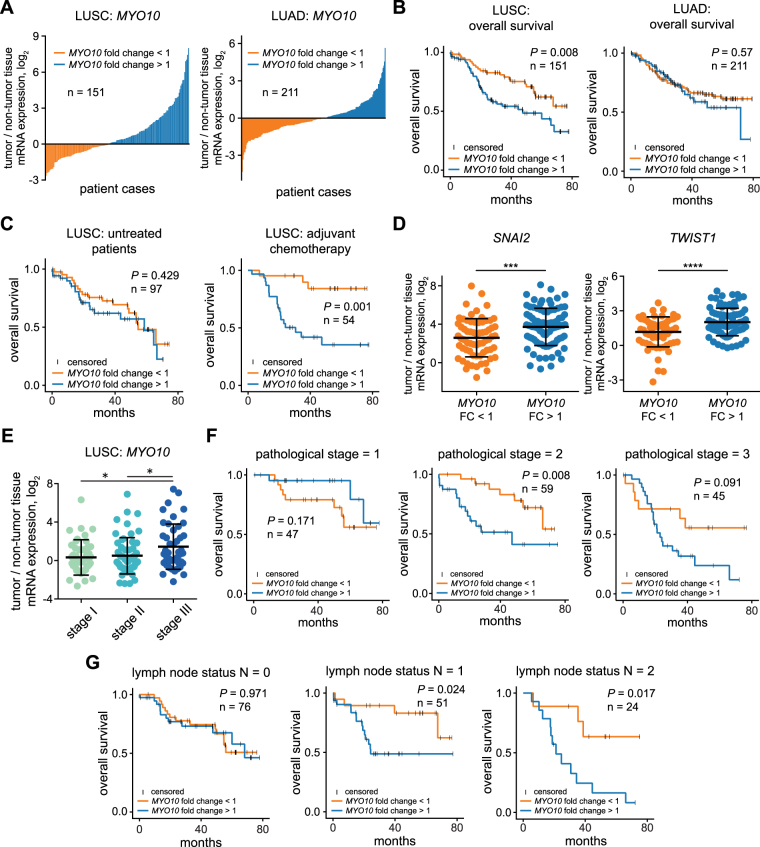
*MYO10* mRNA expression ratio is prognostic for overall survival of LUSC but not LUAD patients. (**A**) *MYO10* mRNA expression ratio of tumor and adjacent non-tumor tissues in LUSC and LUAD patients. RNA was isolated from fresh-frozen resected tissues and *MYO10* expression was measured using qRT-PCR. (**B**) Kaplan-Meier curves for overall survival using *MYO10* mRNA expression ratio in LUSC and LUAD cohorts. Significance of difference between the two groups was tested using non-parametric Mann-Whitney U test. (**C**) Kaplan-Meier curves for adjuvant chemotherapy response in *MYO10* low (left) and *MYO10* high (right) patients. Significance of difference between the two groups was tested using non-parametric Mann-Whitney U test. (**D**) Differences of *SNAI2* and *TWIST1* expression depending on *MYO10* mRNA expression ratio were tested by unpaired *t*-tests; ***P < 0.001; ****P < 0.0001. (**E**) *MYO10* expression ratio in different stages of LUSC. Differences were tested by one-way ANOVA; *P ≤ 0.05. (**F**) Kaplan-Meier curve for the pathological stages of LUSC patients. Significance of difference between the two groups was tested using non-parametric Mann-Whitney U test. (**G**) Kaplan-Meier curves for lymph node status using *MYO10* mRNA expression ratio. Significance of difference between the two groups was tested using non-parametric Mann-Whitney U test.

**Table 1:** *MYO10* mRNA expression ratio predicts outcome in lung cancer patient cohort.

Univariate analysis of overall survival		
variable	All patients, n = 362	
	HR (95% CI)	*P*-value
*MYO10* in tumor (high vs. low expression)	1.042 (0.733–1.482)	0.818
*MYO10* in non-tumor (high vs. low expression)	0.780 (0.548–1.109)	0.166
*MYO10* ratio (up- vs. down-regulation)	1.533 (1.075–2.186)	**0.018**
Gender (m vs. f)	1.555 (1.021–2.369)	**0.04**
Age	1.018 (0.999–1.037)	0.068
Histology (LUAD vs. LUSC)	0.839 (0.590–1.192)	0.327
pStage (II vs. I)	2.059 (1.238–3.425)	**0.005**
pStage (III vs. I)	3.899 (2.409–6.311)	**<0.001**
Smoking status (smoker vs. non-smoker)	1.606 (0.811–3.180)	0.081
Smoking status (ex-smoker vs. non-smoker)	1.232 (0.633–2.397)	0.539

**Table 2:** Differential expression of *MYO10* is an independent predictor of survival in squamous cell carcinoma patients.

variable	Multivariate analysis of overall survival			
	LUAD patients, n = 211		LUSC patients n = 151	
	HR (95% CI)	*P*-value	HR (95% CI)	*P*-value
*MYO10* ratio (up- vs. down-regulation)	1.008 (0.967–1.050)	0.71	1.012 (1.006–1–018)	**<0.001**
Gender (m vs. f)	1.405 (0.832–2.373)	0.204	1.750 (0.75–4.083)	0.195
Age	1.005 (0.979–1.033)	0.695	1.032 (0.999–1.066)	0.06
pStage (II vs. I)	2.372 (1.120–5.025)	**0.024**	2.135 (1.010–4.513)	**0.047**
pStage (III vs. I)	4.966 (2.382–10.353)	**<0.001**	4.613 (2.169–9.811)	**<0.001**

Because of the observed enhanced chemoresistance of LUSC cells after TGFβ treatment (Fig. 2C) and because TGFβ-induced EMT has been associated with chemotherapy resistance in patients^9,21^, we determined the expression of EMT markers in tissue of LUSC patients. Notably, patients with an elevated *MYO10* mRNA expression ratio displayed a higher expression of EMT signature genes such as *SNAI2, TWIST1* and *VIM* (Fig. 5D and Supplementary Fig. S5A). The fact that TGFβ is one of the most potent EMT-inducers^22^ and the co-occurrence of *MYO10* and *TGFB1* mRNA upregulation in a substantial proportion of LUSC patients (Supplementary Fig. S3B) suggest that activation of TGFβ signaling might trigger the observed alterations in LUSC patients. Finally, a higher *MYO10* mRNA expression ratio was observed in patients with stage III disease (Fig. 5E), making it prognostic for patients with a higher pathological stage and affected local or distant lymph nodes (Fig. 5F,G). Taken together, our studies suggest that the mRNA expression ratio of *MYO10* can be used as a new independent prognostic biomarker for survival in patients with resected LUSC.

## Discussion

We investigated TGFβ-induced changes in signal transduction, gene expression and phenotypic responses in the LUSC cell line SK-MES1 to shed light on TGFβ-induced mechanisms that might contribute to tumor progression in LUSC. Our analysis identified the TGFβ-inducible non-muscle MYO10 as an essential mediator of TGFβ-regulated cancer cell invasion. Finally, we showed that a high *MYO10* mRNA expression ratio is an independent biomarker for patients at risk for a more aggressive course of the disease.

Previous reports regarding the importance of TGFβ signaling in LUSC progression are contradictory. It was shown that elevated TGFβ1 plasma levels and upregulated downstream gene targets, such as *TWIST1* and *SNAI2*, correlated with poor patient prognosis^23,24^, while it was also reported that reduced TGFβRII immunostaining in LUSC patients is associated with a more aggressive tumor behavior and reduced patient survival^25^. Here, we observed that exposure of the LUSC cell line SK-MES1 to TGFβ triggers changes in cell morphology that were accompanied by increased chemoresistance as well as an increase in migratory and invasive properties of the cells. These observations support a pro-metastatic role of TGFβ signaling in the context of LUSC.

There is growing evidence that aberrant upregulation of actin cytoskeleton proteins plays a central role in metastatic progression in different types of cancers^26^. Particularly, non-muscle myosins are implicated in tumor progression through their roles in cell migration and invasion^18^. It was reported that TGFβ1 stimulation of the epithelial-like lung adenocarcinoma cell line H1437 triggered upregulation of cytoskeletal proteins and induced a more aggressive cell phenotype. By integration of transcriptome and methylome data it was shown that the enrichment of actin cytoskeleton proteins correlated with poor survival of lung adenocarcinoma patients^27^. Others observed that high expression of the actin-binding filopodial-crosslinking protein fascin was prognostic for an aggressive metastatic disease and for poor survival of patients with breast and esophageal squamous cell tumors^28,29^. Here, we showed that siRNA-mediated knockdown of either *MYO10*, *MYH9* or *MYO1E* was sufficient to abrogate TGFβ-induced 3D collagen invasion of the LUSC cell line SK-MES1. These observations are in agreement with previous work demonstrating that shRNA knockdown of *MYO10* in the breast cancer cell line MDA-MB-231 inhibited Matrigel invasion and *in vivo* invasion in lung colonization and mammary fat pads assays^30^. siRNA depletion of *MYH9* in the esophageal squamous cell line KYSE-510 impaired migratory and invasive abilities in gap closure and transwell assays, respectively^31^. Dominant negative inhibition of MYO1E in RSV-transformed BHK-21 cells compromised the formation of invadosomes that are involved in matrix degradation and invasion^32^. Taken together, these observations strongly support that MYO10, MYH9 and MYO1E play essential and non-redundant roles in the functionality of the invasion machinery in cancer.

Our analysis of a cohort of 362 lung cancer patients, including 151 LUSC patients, revealed that the *MYO10* mRNA expression ratio between tumor and adjacent tumor-free tissues is an independent prognostic factor that is associated with poor overall survival in patients with resected LUSC. Expression of several other myosin motor proteins was previously reported to be prognostic for overall survival in patients with several cancer types. MYH9 expression examined by immunohistochemistry was an independent prognostic factor for overall survival in patients with resected NSCLC^20^, esophagus and bladder cancers^31,33^. Investigation of gene expression signatures in basal-like breast tumors showed a correlation between *MYO1E* mRNA expression level and poor prognosis^19^. However, to date there are no studies linking *MYO10* expression to patient survival. Yet, our results show that *MYO10* mRNA expression ratio might represent a new promising prognostic factor for survival of LUSC patients, especially considering the fact that *MYO10* was upregulated at the mRNA level in almost 30% of LUSC patients in the TCGA dataset, which is to our knowledge the highest rate of *MYO10* upregulation among all the cancer entities reported in TCGA. We observed that LUSC patients with high *MYO10* mRNA expression ratio and pre-existing lymph node metastases have significantly poorer overall survival (*P* = 0.017, Fig. 5G) alongside with increased chemotherapy resistance (Fig. 5C). Similar observations that tumor cells with increased metastatic potential are more resistant to chemotherapy treatment were previously made across several cancer types, including lung and breast cancers^34,35^. This was attributed to a higher metastatic potential and a reduced sensitivity to chemotherapeutic agents of tumor cells undergoing EMT that has been associated with a decreased proliferation rate and upregulation of resistance-related genes^36^. Therefore, the determination of the *MYO10* mRNA expression ratio in resected lung tumors could be used to discriminate between LUSC patients that would benefit from platinum-based adjuvant chemotherapy or not. Additionally, the prognostic value of the *MYO10* mRNA expression ratio is to help clinicians identify patients at higher risk of chemotherapy failure and disease progression. Those patients should not only be monitored more closely, but also potentially be considered for treatment with immune checkpoint inhibitors as an emerging treatment strategy in LUSC^37^. Finally, as it appears that a large fraction of LUSC tumors rely on TGFβ signals to promote their spread and chemoresistance, we suggest that in addition to *MYO10*, several other metastasis- and resistance-related TGFβ-inducible genes that we identified in our time-resolved transcriptome-wide study, including the non-muscle myosins *MYO1E* and *MYH9*, might comprise a promising robust prognostic gene signature for patients with resected LUSC.

Concluding, non-muscle myosin MYO10 serves as a downstream effector contributing to a more aggressive clinical course through increased migratory and invasive properties of the tumors as well as enhanced chemoresistance. We showed that the *MYO10* mRNA expression ratio can be used as an independent prognostic factor for survival of patients with resected lung squamous cell carcinoma and propose that MYO10 may represent a new molecular target for therapeutic intervention.

## Materials and Methods

### Cell lines and culture conditions

The human LUSC cell line SK-MES1 was purchased from ATCC and authenticated with a multiplexed human cell line authentication test (Multiplexion). Cells were grown in culture medium: DMEM (Lonza) supplemented with 10% FCS (Gibco), 100 U/ml penicillin and 100 μg/ml streptomycin (Gibco). For TGFβ1 (R&D Systems, #240-B-010) stimulation, growth factor-depleted medium was used: DMEM without Phenol red supplemented with 1 mg/ml BSA (Sigma), 100 U/ml penicillin, 100 μg/ml streptomycin and 2 mM L-glutamine. Cells were kept in 5% CO_2_ at 37 °C and 95% relative humidity. Cells were passaged to a maximum of 25 passages and controlled for mycoplasma contamination (Multiplexion).

### Immunoblotting

To examine the activation of the TGFβ/Smad pathway, 1.4 × 10^6^ of SK-MES1 cells were plated on 6-cm dishes (TPP, #93060). The next day, medium was replaced with growth factor-depleted DMEM for three hours, followed by stimulation with 2 ng/ml TGFβ1 or in combination with TGFβR1 inhibitor SB-431542 (System Bioscience, #ZRD-SB-02). At the indicated time points, cells were lysed in 500 µl whole-cell lysis buffer (1% NP40, 150 mM NaCl, 50 mM Tris-HCl pH 7.4, 2.5 mM NaF, 1 mM EDTA, 0.5 mM Na_3_VO_4_, 1 mg/ml deoxycholic acid, 2 μg/ml aprotinin and 200 μg/ml AEBSF). Lysates were kept on ice for 10 min, sonicated for 25 sec (Bandelin Sonopuls) and centrifuged for 10 min at 21,000 *g* at 4 °C. Protein concentration was determined by BCA assay (Pierce, #23225). For immunoprecipitation (IP), 700 µg of the protein was mixed with 2.5 µl of antibodies against Smad2/3 (BD Biosciences, #610842) and 25 µl 50% ProteinA sepharose-slurry (GE Healthcare, #17-0963-03). IP samples were rotated overnight at 4 °C, washed twice with whole-cell lysis buffer, once with TNE buffer (10 mM Tris, 100 mM NaCl, 1 mM EDTA and 100 µM Na_3_VO_4_) and boiled for 5 min at 95 °C. Samples were separated on 10% SDS-PAGE, transferred to nitrocellulose membrane (Amersham, #1060001), blocked for 1 h with 33% (v/v) Odyssey blocking buffer (LI-COR, #927-40010) in PBS and incubated with anti-Smad2/3 (BD Biosciences, #610842, 1:2,000), anti-pSmad3 (Cell Signaling Technology, #9520, 1:2,000) antibodies. Secondary antibodies coupled to IRDye infrared dyes (LI-COR, #926-32211 and #926-68070, 1:15,000) were used for detection with infrared Odyssey imager (LI-COR). Primary and secondary antibodies were diluted in 33% (v/v) Odyssey blocking buffer (LI-COR, #927-40010) in 0.2% TBS-Tween 20. Infrared Odyssey imager (LI-COR) was used for detection. Signal quantification was performed using the ImageQuant TL software (GE Healthcare). Independent replicates were scaled and averaged using methods previously described^38^.

### 2D migration assay

25,000 cells/well were seeded in 24-well plate (Zell Kontakt # 3231-20), allowed to attach overnight, growth factor-depleted for 3 h, stained with Hoechst (Santa Cruz, #sc-396575), stimulated with 2 ng/ml TGFβ1 alone or in combination with TGFβR1 inhibitor SB-431542 and imaged on an environment-controlled microscope (IX81, Olympus). Nine positions per well (3 × 3 grid) were acquired in 20 min intervals for 60 h. Images were stitched with the Grid/Collection ImageJ plugin. Single cell tracking was performed with the ImageJ Mtrack2 plugin.

### 3D collagen invasion assay

3D collagen gels were prepared as described previously^39^. Briefly, ice-cold 1 M HEPES buffer, 0.7 M NaOH, 10× PBS pH 8.0 and bovine skin collagen G solution (L1613, Biochrome) were mixed in 1:1:2:16 ratio. 50 µl of the resulting solution was added per well of a 96-well plate with a flat bottom (BD #353376). Plates were kept overnight at 4 °C and for 2 h at 37 °C to allow gelation of the collagen. After gelation, 12,500 cells per well were seeded on top of the matrix, allowed to adhere overnight, stimulated with 2 ng/ml TGFβ1 in FCS-depleted medium and allowed to invade for 4 days. Afterwards, cells were fixed in 3.7% paraformaldehide for 1 h and subsequently stained with Hoechst (Santa Cruz, #sc-396575). Collagen embedded cells were imaged using a LSM710 confocal microscope (Carl Zeiss) equipped with a EC Plan-Neofluar DIC 10 × /0.3 NA objective lens (Carl Zeiss). For each well, 2 × 2 tile z-stacks were acquired. Image analysis was performed using Imaris software (Bitplane). Spot detection algorithm was applied to assign coordinates for the center of each nucleus. Coordinates of all detected nuclei were exported and corrected by a conical plane function using the InvasionCorrection R package^40^. The threshold for invasion was set to 30 μm. Percentage of invaded cells and the invasion depth were the output.

### Cell viability and caspase activity assays

10,000 cells per well were seeded in 96-well plates, allowed to attach overnight and stimulated with 2 ng/ml TGFβ1 in growth factor-depleted medium or left untreated. Three days later the medium was replaced with culture DMEM, with or without TGFβ, and supplemented with different concentrations of cisplatin (Teva). CellTiter-Blue Viability (Promega) and Apo-ONE Homogeneous Caspase-3/7 (Promega) assays were used to measure the viability of cells and caspase 3/7 activity.

### RNA-Seq

SK-MES1 cells were seeded on 6-cm dishes at a density of 10^6^ cells/dish. Two days later, cells were growth factor-depleted for 3 hours and stimulated with 2 ng/ml TGFβ1 or left untreated. Total RNA was extracted at the indicated time points and sequenced using HiSeq 4000 (Illumina). The RNA sequencing results were aligned to the GRCh38 reference genome (Ensembl Release 79) and transcript quantification was performed using kallisto (v0.43.0)^41^. Subsequent transcript abundances were summarized to the gene level for analysis using tximport (v1.2.0)^42^. All ID mapping was performed using biomaRt (v2.30.0)^43^ and genes with read counts <10 were filtered out. Differential expression analysis was performed according to limma voom (v3.30.13)^44^ to obtain *F*-values and adjusted *P*-values. Adjusted *P*-values were calculated by multiple testing correction according to the Benjamini–Hochberg procedure. Gene set enrichment analysis (GSEA) was performed on the *F*-values of the differential expression analysis according to GAGE^45^. Upregulated GO cellular components terms (adjusted *P-*value < 0.01) were used for network analysis and visualized using REVIGO^11^ with allowed similarity of 0.5 and Cytoscape^46^.

### siRNA transfections

A pool of four targeting siRNAs (5 nM; SMARTpool, Dharmacon) was in-solution transfected during cell seeding using Lipofectamine RNAiMAX (ThermoFisher Scientific, #13778150) according to the manufacturer’s instructions. A pool of four non-targeting siRNA was used as a negative control (5 nM, Dharmacon, #D-001810-10-20). Experiments were started 36 hours after transfection. Sequences of used siRNAs are listed in the Supplementary Table S2.

### Tissue sample collection, characterization and preparation

Tissue samples were provided by Lung Biobank Heidelberg, a member of the accredited Tissue Bank of the National Center for Tumor Diseases (NCT) Heidelberg, the BioMaterialBank Heidelberg and the Biobank platform of the German Center for Lung Research (DZL). All patients provided written informed consent for the use of the tissue for research purpose. The study was approved by the local ethics committee of the University of Heidelberg (No. 270/2001). All research was performed in accordance with relevant guidelines/regulations. Tumor and matched distant (>5 cm) normal lung tissue samples from NSCLC patients (n = 362) who underwent resection for primary lung cancer at the Thoraxklinik at University Hospital, Heidelberg, Germany were collected. All diagnoses were made according to the 2004 WHO classification for lung cancer^47^ by at least two experienced pathologists. Tissues were snap-frozen within 30 minutes after resection and stored at −80 °C until the time of analysis. Only samples with a viable tumor content of ≥50% were used for subsequent analyses. For nucleic acid isolation 10–15 tumor cryosections (10–15 µm each) were prepared for each patient. The first and the last sections in each series were stained with hematoxylin and eosin (H&E) and were reviewed by an experienced lung pathologist to determine the proportions of viable tumor cells, stromal cells, normal lung cell cells, infiltrating lymphocytes and necrotic areas^48^.

### Total RNA isolation and cDNA synthesis

Frozen tumor cryosections were homogenized with the TissueLyser mixer-mill disruptor (Qiagen). Matched normal lung tissue pieces were homogenized using a Miccra D-8 rotor-stator homogenizer (Art-moderne Labortechnik). Total RNA was isolated from tissue or from cultured cells using an RNeasy Mini Kit (Qiagen). The quantity of RNA was measured with a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies). The quality of total RNA was assessed with an Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit (Agilent Technologies). Total RNA was transcribed to sscDNA with a Transcriptor First Strand cDNA Synthesis Kit (Roche) in three independent reactions that were afterwards pooled, mixed and stored at −80 °C until further analyses.

### Quantitative Real-Time PCR

qRT-PCR was performed using a LightCycler 480 (Roche) under MIQE guidelines^49^. CT values were calculated using the second derivative maximum method (Roche). To evaluate differences in patient gene expression, a relative quantification method based on the ΔΔCT method was performed^50^. Target genes were normalized with the geometric mean of two housekeeping genes (*ESD* and *RPS18*) for patient samples or four genes (*GUSB, GAPDH, G6PD and HPRT*) for SK-MES1 samples. Sequences of used PCR primers are listed in the Supplementary Table S3.

### Statistical analyses

The qRT-PCR data were statistically analyzed under REMARK criteria^51^ with SPSS 22.0 for Windows (IBM). The endpoint of the study was overall survival. Survival was calculated from the date of surgery until the last date of contact or death. Univariate analysis of survival data was performed according to Kaplan and Meier^52^ and using Cox proportional hazard models. Multivariate survival analysis was performed using the Cox proportional hazards model. The non-parametric Mann-Whitney U test was used to investigate significant differences between the patient groups.

### Data availability

The RNA-Seq data was deposited at the Sequence Read Archive (SRA) and is accessible via the Gene Expression Omnibus ID GSE95536.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Expression ratio of the TGFβ-inducible gene MYO10 is prognostic for overall survival of squamous cell lung cancer patients and predicts chemotherapy response
**Source:** Sci Rep. 2018 Jun 22;8:9517. doi: 10.1038/s41598-018-27912-1
**Supplement:** Supplementary file 1 — Supplementary Information

# **Expression ratio of the TGF $\beta$ -inducible gene *MYO10* is prognostic for overall survival of squamous cell lung cancer patients and predicts chemotherapy response**

Dvornikov D<sup>1,2,3\*</sup>, Schneider MA<sup>2,4\*</sup>, Ohse S<sup>5\*</sup>, Szczygiał M<sup>1,2,3</sup>, Titkova I<sup>1,3</sup>, Rosenblatt M<sup>6</sup>, Muley T<sup>2,4</sup>, Warth A<sup>2,7</sup>, Herth FJ<sup>2,8</sup>, Dienemann H<sup>2,9</sup>, Thomas M<sup>2,10</sup>, Timmer J<sup>6,11,12</sup>, Schilling M<sup>1</sup>, Busch H<sup>5,13†</sup>, Boerries M<sup>5,14†</sup>, Meister M<sup>2,4†</sup>, and Klingmüller U<sup>1,2†</sup>

\*These authors contributed equally to this work.

†Shared senior authorship.

## Supplementary Information

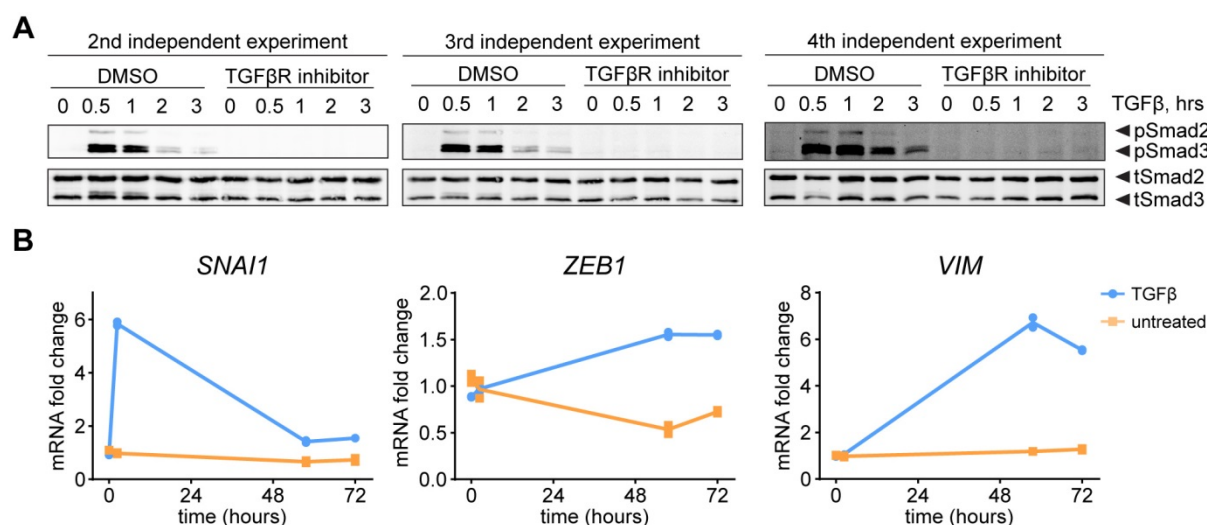

**Supplementary Figure S1. TGFβ treatment triggers Smad phosphorylation and EMT gene expression in SK-MES1 cells.** (A) Additional independent experiments of Smad2/3 activation in SK-MES1 cells upon TGFβ treatment. Cells were pretreated with SB-431542 or DMSO and then stimulated with 2 ng/ml TGFβ1. Full-length blots are shown in Supplementary Fig S6. (B) Additional independent experiments for upregulation of EMT genes in SK-MES1 cells upon stimulation with TGFβ. Growth factor-depleted SK-MES1 cells were stimulated with 2 ng/ml TGFβ1 or left untreated. RNA was extracted and analyzed using qRT-PCR. mRNA expression was normalized to four housekeepers: *GUSB*, *HPRT*, *GAPDH* and *G6PD*. Each dot represents a biological replicate.

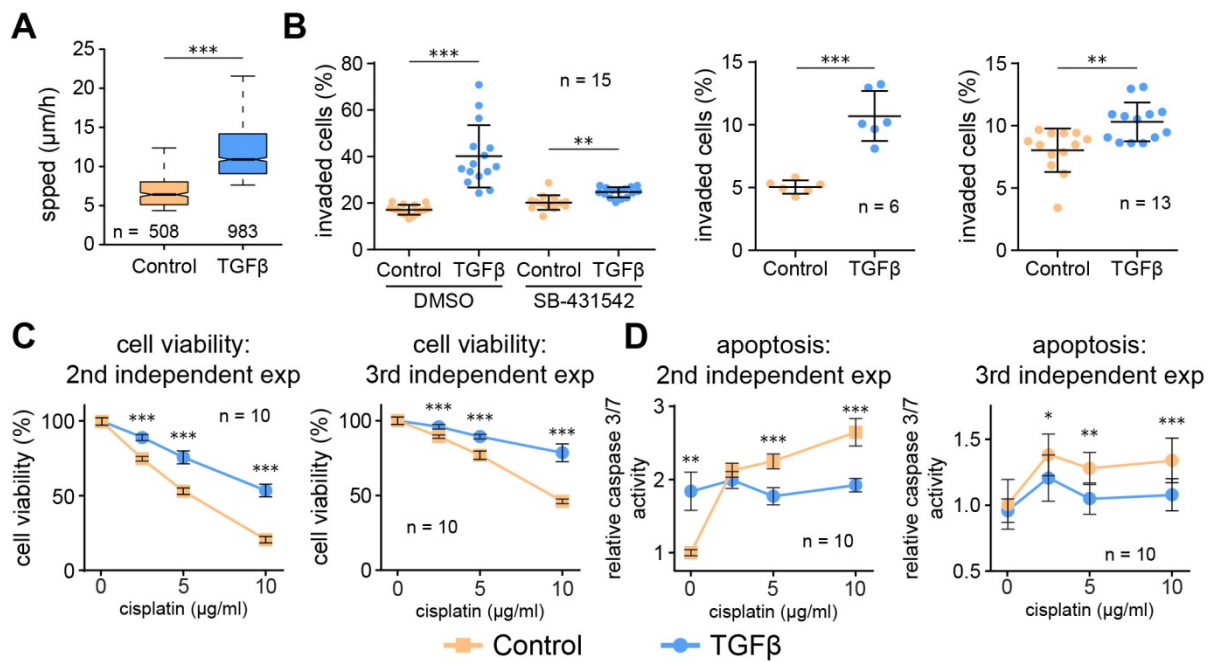

**Supplementary Figure S2. TGFβ treatment increases cancer cell invasion and cisplatin resistance of squamous lung carcinoma cells SK-MES1.** (A) Additional independent experiment of 2D migration. SK-MES1 cells were seeded in 24-well plate, stimulated with 2 ng/ml TGFβ1 and imaged for 60 hours. Migration speed from each single cell track was quantified. Center lines show the medians; box limits indicate the 25th and 75th percentiles; whiskers extend to 5th and 95th percentiles; n indicates number of quantified single cell tracks per condition. Statistical analysis was performed using one-way ANOVA; \*\*\* $P < 0.001$ . (B) Additional independent experiments of collagen 3D invasion assay. SK-MES1 cells were seeded in 96-well plate with precast collagen gels and allowed to attach overnight, serum-starved for three hours, pretreated with either SB-431542 or DMSO, stimulated with 2 ng/ml TGFβ1, allowed to invade for four days, stained with Hoechst and imaged with a confocal microscope. Amount of invaded cells into the collagen gel and invasion depth were assessed. Every dot corresponds to a biological replicate (n). Data are presented as median and SD. Statistical analysis was performed using one-way ANOVA; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ . (C, D) Additional independent experiments of cell viability and caspase 3/7 activity assays. SK-MES1 cells were seeded in 96-well plate, stimulated with either 2 ng/ml TGFβ1 or left untreated for 3 days and then exposed to increasing doses of cisplatin for 3 days. Cell viability and caspase 3/7 activity was assessed. Data presented correspond to mean and SD, n is the number of biological replicates. Statistical analysis was performed using one-way ANOVA; \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

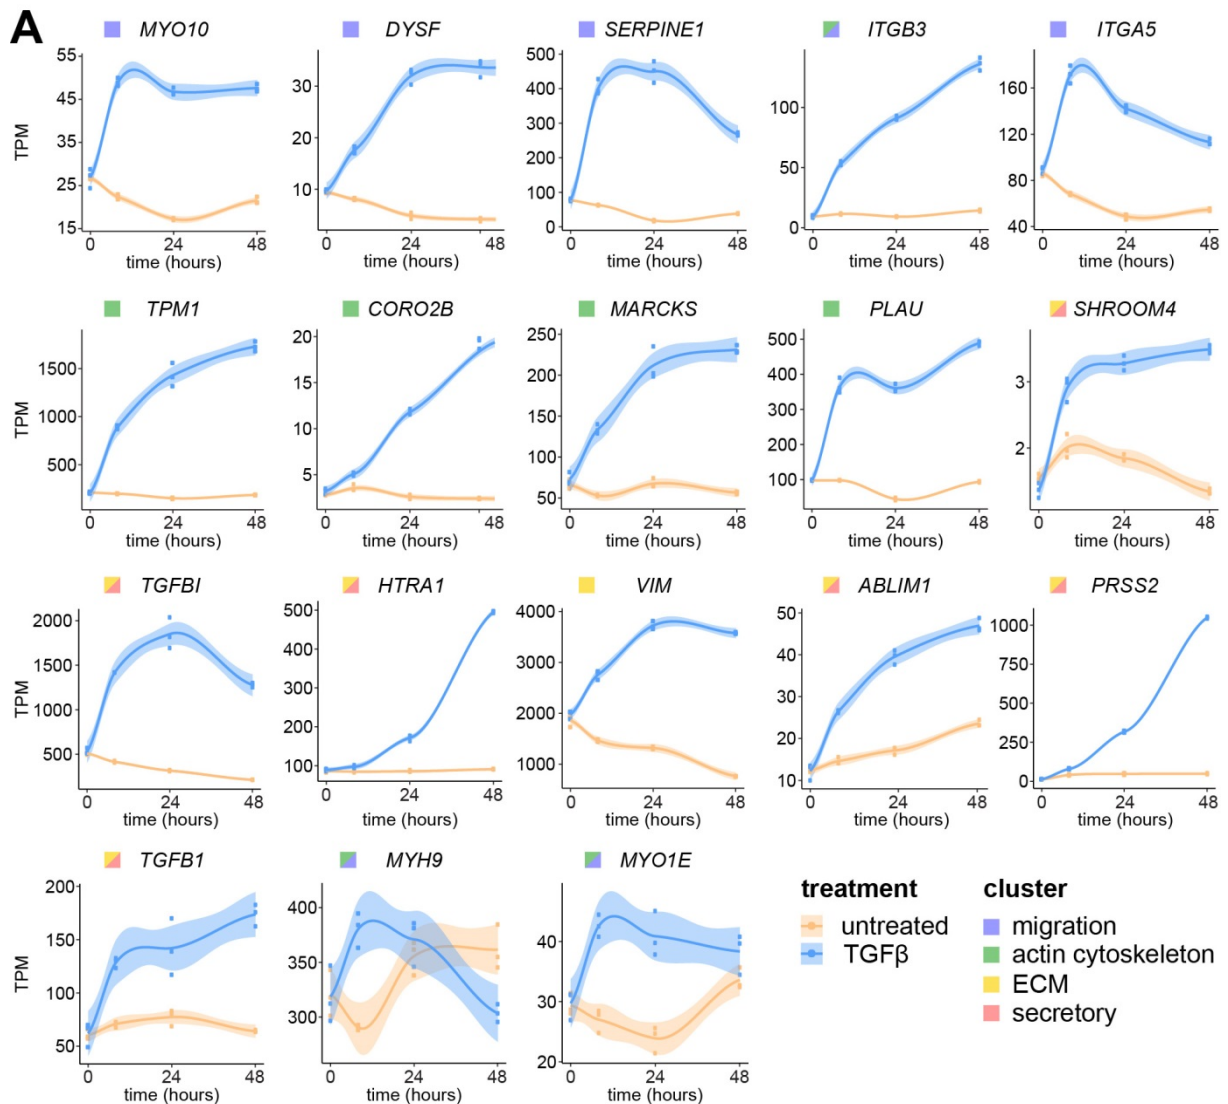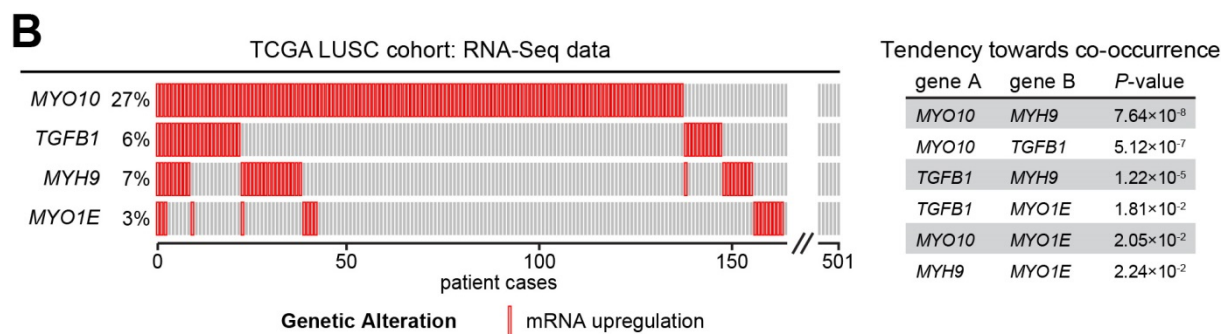

**Supplementary Figure S3.** Time-resolved dynamics of candidate genes. **(A)** Cells were growth factor-depleted for three hours and stimulated with 2 ng/ml TGF $\beta$ 1 or left untreated. mRNA was extracted and sequenced using HiSeq 4000. Data are presented in TPM (transcripts per million) values. Each dot represents a biological replicate; shaded areas correspond to standard error. **(B)** TCGA RNA-Seq expression data of candidate myosin and *TGFB1* genes in LUSC. The significance of the association was tested using Fisher's exact test.

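TPM is the share of the transcripts of a gene among the transcripts of all genes, after correction for transcript length. It makes genes comparable within a library, but since every library sums to the same total, a gene can appear to fall when others rise. The TPM of a gene is the sum over its transcripts, and only transcripts with a gene in the newer annotation entered the sums given here. TGFB1 (chromosome 19, 41301587 to 41353922), which encodes the ligand itself, rose from 62.0 ± 11.5 TPM (SD, n = 3) at 0 h to 174 ± 10.0 TPM at 48 h in the TGFβ arm, while untreated cells had 60.6 ± 4.41 TPM at 0 h and 64.1 ± 0.826 TPM at 48 h. Its average log2 fold change was 1.095 (standard error 0.082, adjusted p = 2.9e-09 in the F-test of limma voom). TPM1 (chromosome 15, 63042620 to 63071915) rose to 1718 ± 52.3 TPM at 48 h against 183 ± 3.48 TPM. PLAU (chromosome 10, 73909177 to 73917496) went through a minimum of 44.3 ± 3.59 TPM at 24 h in untreated cells, where its difference between the arms was largest, a log2 fold change of 3.06. DYSF (chromosome 2, 71453561 to 71686763) and CORO2B (chromosome 15, 68578993 to 68727806) reached 33.6 ± 1.63 and 17.3 ± 2.08 TPM at 48 h, against 4.16 ± 0.366 and 1.78 ± 0.254 TPM in untreated cells. SHROOM4 (chromosome X, 50586796 to 50814302) had the lowest level, with 3.49 ± 0.059 against 1.34 ± 0.043 TPM at 48 h.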

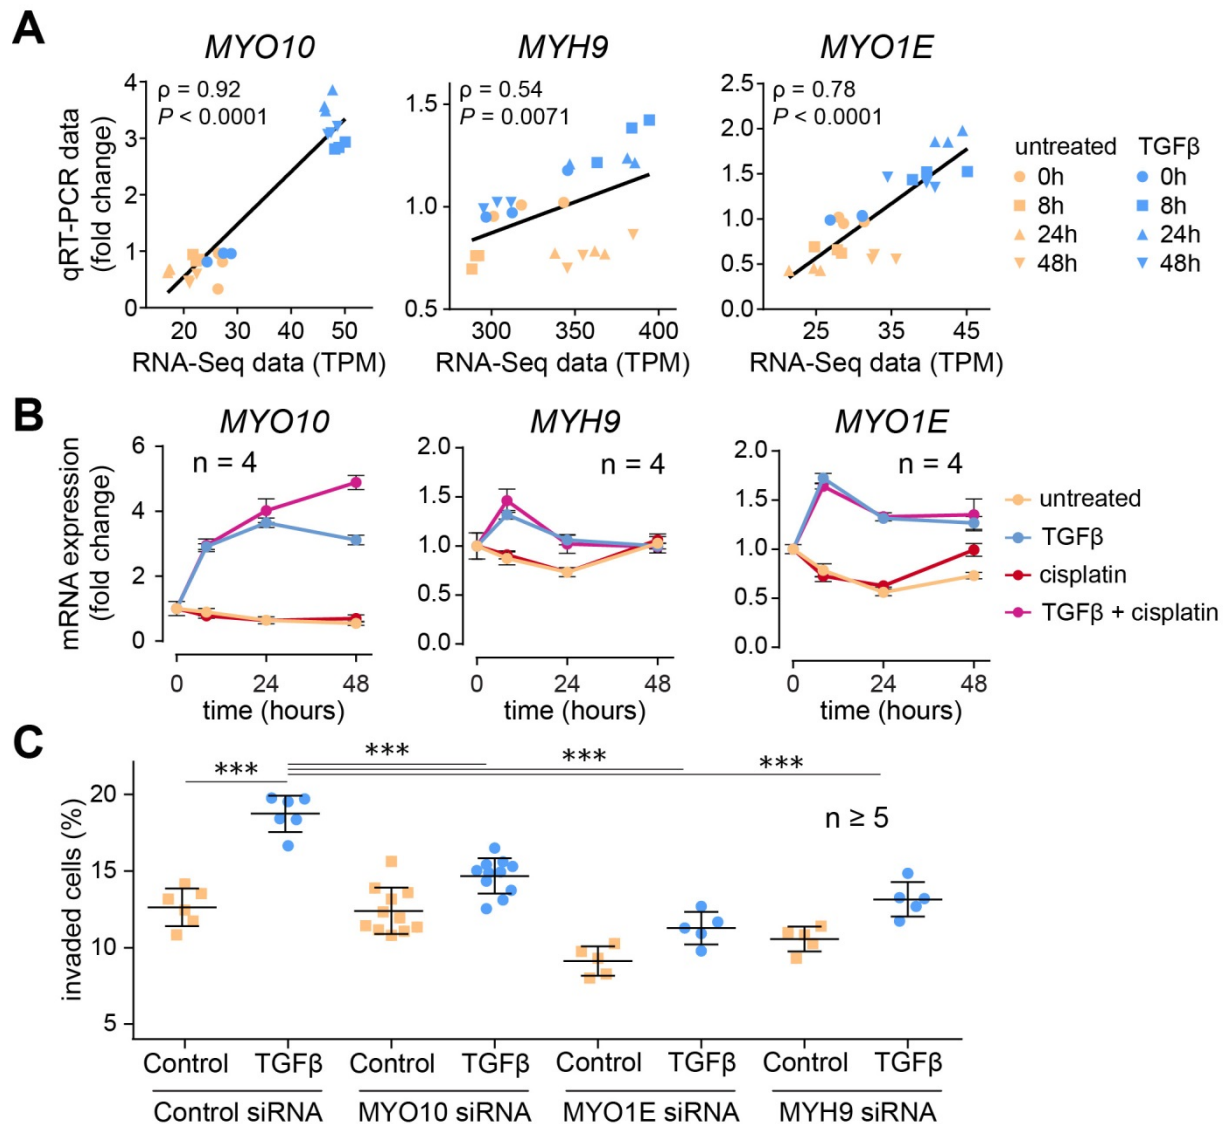

**Supplementary Figure S4. Knockdown of TGFβ-inducible myosins abrogates TGFβ-mediated cancer cell invasion.** (A) Comparison of *MYO10*, *MYH9* and *MYO1E* mRNA expression data assessed by RNA-Seq and qRT-PCR methods. Spearman correlation coefficient and  $P$ -value determined by two-tailed  $t$ -test are displayed. (B) Expression of *MYO10*, *MYH9* and *MYO1E* mRNA in response to cisplatin treatment alone or in combination with 2 ng/ml TGFβ. Data presented correspond to mean and SD from four biological replicates. (C) Additional independent experiment of collagen 3D invasion assay. SK-MES1 cells were transfected with siRNAs for 36 hours and stimulated with 2 ng/ml TGFβ for four days. Amount of invaded cells into the collagen gel was assessed. Every dot corresponds to a biological replicate ( $n$ ). Data are presented as median and SD. Statistical analysis was performed using one-way ANOVA; \*\*\* $P < 0.001$ .

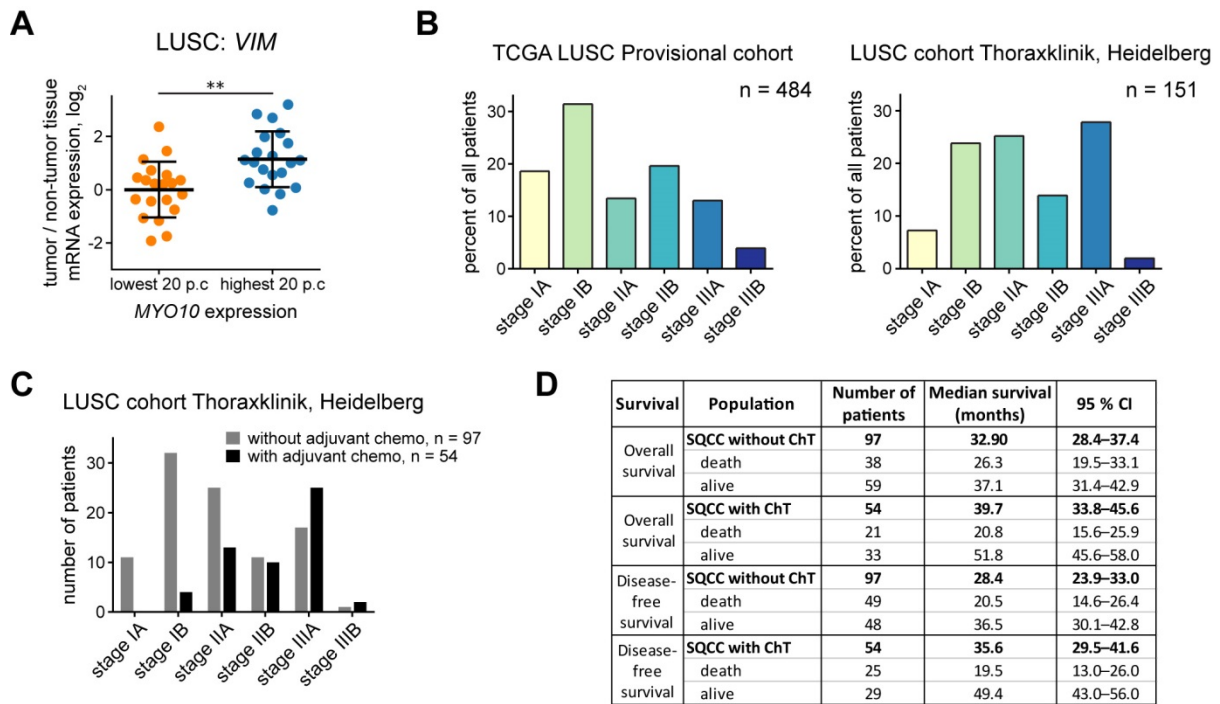

**Supplementary Figure S5. Patients with higher *MYO10* mRNA expression ratio have higher expression of EMT marker genes.** (A) Difference of *VIM* expression depending on *MYO10* mRNA expression ratio was tested by unpaired *t*-test; **\*\**P* < 0.01**. 20 patient cases (p.c) with lowest *MYO10* ratio were compared to 20 patient cases with highest *MYO10* ratio. (B) Comparison of tumor stage distribution in TCGA and our LUSC cohorts. (C) Tumor stage distribution of LUSC patients who either received (n=54) or did not receive (n=97) adjuvant chemotherapy after resection of the primary tumor. (D) Comparison of overall survival and disease-free survival of LUSC patients who either received (n=54) or did not receive (n=97) adjuvant chemotherapy after resection of the primary tumor.

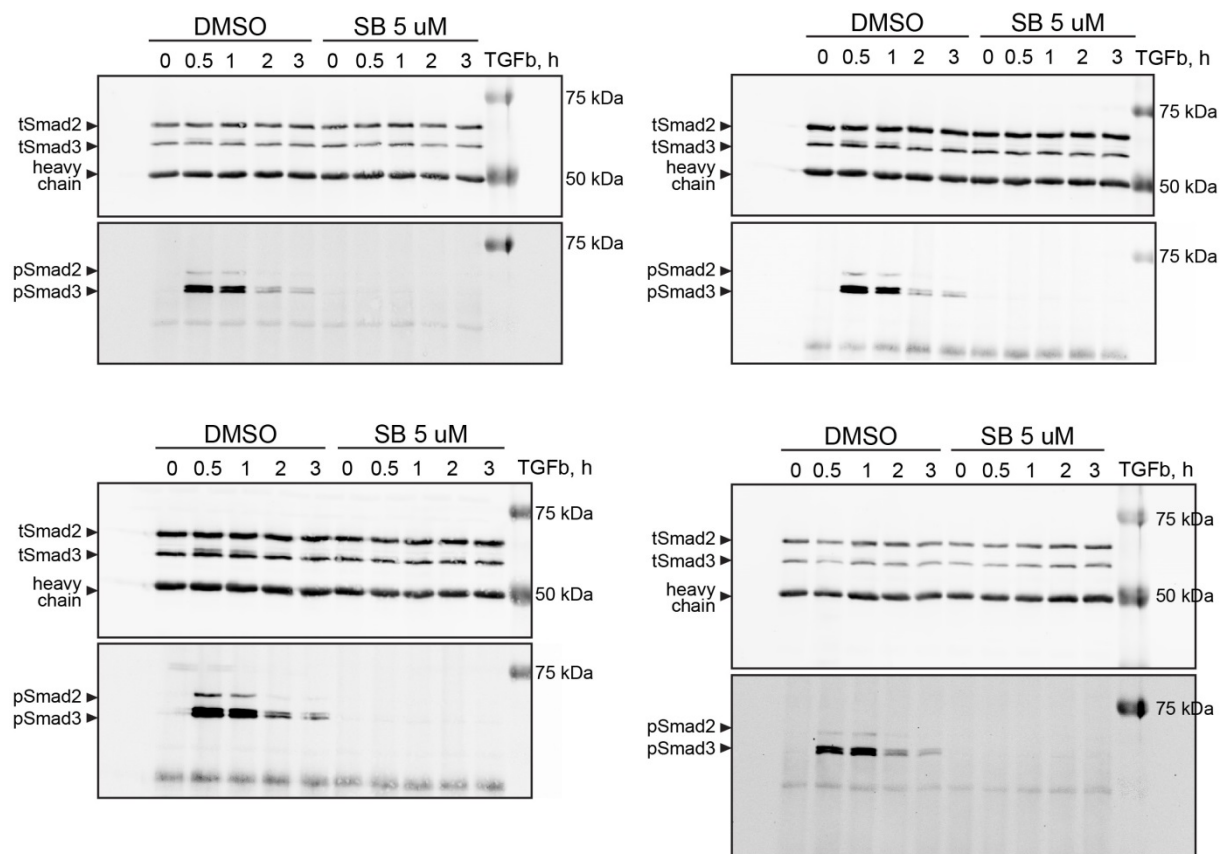

**Supplementary Figure S6. Full-length immunoblots for Figures 1A and S1A.**

**Supplementary Table S1.** Patient clinical and pathological characteristics

| Parameter             | all patients, n = 362 |     | squamous cell carcinoma patients, n = 151 |     |
|-----------------------|-----------------------|-----|-------------------------------------------|-----|
|                       | n                     | (%) | n                                         | (%) |
| <i>Median Age</i>     | 65 (38-88)            |     | 65 (42-83)                                |     |
| <i>Gender</i>         | <b>362</b>            |     | <b>151</b>                                |     |
| Male                  | 250                   | 69  | 125                                       | 83  |
| Female                | 112                   | 31  | 26                                        | 17  |
| <i>Histology</i>      |                       |     |                                           |     |
| LUAD                  | 211                   | 58  |                                           |     |
| LUSC                  | 151                   | 42  |                                           |     |
| <i>Therapy</i>        |                       |     |                                           |     |
| OP                    | 212                   | 59  | 90                                        | 60  |
| OP/RT                 | 13                    | 4   | 7                                         | 5   |
| OP/CT                 | 100                   | 28  | 45                                        | 30  |
| OP/RT/CT              | 37                    | 10  | 9                                         | 6   |
| <i>P stage</i>        |                       |     |                                           |     |
| IA                    | 37                    | 10  | 11                                        | 7   |
| IB                    | 90                    | 25  | 36                                        | 24  |
| IIA                   | 70                    | 19  | 38                                        | 25  |
| IIB                   | 51                    | 14  | 21                                        | 14  |
| IIIA                  | 105                   | 29  | 42                                        | 28  |
| IIIB                  | 9                     | 2   | 3                                         | 2   |
| <i>ECOG</i>           |                       |     |                                           |     |
| 0                     | 320                   | 88  | 134                                       | 89  |
| 1                     | 32                    | 9   | 11                                        | 7   |
| 2                     | 4                     | 1   | 2                                         | 1   |
| n.d.                  | 8                     | 2   | 4                                         | 3   |
| <i>smoking status</i> |                       |     |                                           |     |
| Non-smoker            | 40                    | 11  | 1                                         | 0   |
| Ex-smoker             | 189                   | 52  | 84                                        | 56  |
| current smoker        | 131                   | 36  | 66                                        | 44  |
| n.d.                  | 2                     | 0   |                                           |     |

OP = surgery, CT = chemotherapy, RT = radiotherapy, ECOG = Eastern Cooperative Oncology Group, n.d. = no data

**Supplementary Table S2: siRNA sequences**

| target | art #       | sequence            |
|--------|-------------|---------------------|
| MYO10  | J-007217-05 | CGACAUAAAUCUCAACUUG |
| MYO10  | J-007217-06 | CGUCGUAGCUGAUGUCUUA |
| MYO10  | J-007217-07 | GCGGGAGAAUUGUAGAUUA |
| MYO10  | J-007217-08 | GGAGGAAAUUUCAGGGAAU |
| MYH9   | J-007668-05 | GUAUCAAUGUGACCGAUUU |
| MYH9   | J-007668-06 | CAAAGGAGCCCUGGCGUUA |
| MYH9   | J-007668-07 | GGAGGAACGCCGAGCAGUA |
| MYH9   | J-007668-08 | CGAAGCGGGUGAAAGCAAA |
| MYO1E  | J-019919-09 | GUACUUAUUCGGACGAGAA |
| MYO1E  | J-019919-10 | GUUCAAGGGUGUAAAGCGA |
| MYO1E  | J-019919-11 | GGGUAAGCAUCAAGUCGA  |
| MYO1E  | J-019919-12 | UAAAGGAAUCGGCGAACAA |

**Supplementary Table S3: qRT-PCR primers**

| Gene name | NCBI Entry  | Forward Primer         | Reverse Primer         | UPL Probe |
|-----------|-------------|------------------------|------------------------|-----------|
| MYO10     | NM_012334.2 | cccagcagctgattcaagat   | cgggttccgcttgtaaatac   | 31        |
| MYH9      | NM_002473.5 | tggaggaccagaactgcaa    | ggttggtggtgaactcagcta  | 11        |
| MYO1E     | NM_004998.3 | gtgtcacagacgccagagag   | gccgactggttgtttgtctc   | 24        |
| TWIST1    | NM_000474.3 | agctacgccttctcggtct    | ccttctctggaacaatgacatc | 58        |
| VIM       | NM_003380.3 | tacaggaagctgctggaagg   | accagagggagtgaatccag   | 13        |
| SNAI2     | NM_003068.4 | tggttgcttcaaggacacat   | gcaaatgctctgttgagtg    | 7         |
| ESD       | NM_001984.1 | tcagtctgcttcagaacatgg  | cctttaatattgcagccacga  | 50        |
| RPS18     | NM_022551.2 | cttcacaggaggcctacac    | cgcaaaatatgctggaacttt  | 46        |
| GUSB      | NM_000181.3 | cgccctgcctatctgtattc   | tccccacaggagtggttag    | 57        |
| GAPDH     | NM_002046   | agccacatcgctcagacac    | gccaatacgaacaaatcc     | 60        |
| G6PD      | NM_000402   | ctgcagatgctgtgtctggt   | tgcatttcaacaccttgacc   | 22        |
| HPRT      | NM_000194.2 | tgaccttgattttttgcatacc | cgagcaagacgttcagtcct   | 73        |

How the deposited data were processed for this re-analysis (not part of the article)

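RNA-Seq libraries of SK-MES1 cells, 12 untreated and 12 from the arm stimulated with 2 ng/ml TGFβ1, were compared at 0, 8, 24 and 48 h with 3 replicates per arm and time point. The authors prepared the libraries, sequenced them and quantified the reads with kallisto against Ensembl transcripts of GRCh38, and they deposited one table per library with 173259 transcripts. The deposited estimated counts are kallisto's expected number of reads per transcript, not normalized and not whole numbers. The TPM values deposited by the authors are those counts divided by effective length and scaled to the same total in each library. The effective lengths deposited by the authors were used only to build length-scaled counts in an alternative setting. Replicates were not pooled in these tables.

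From these values, transcripts were assigned to genes with the GENCODE release 44 annotation, matched on the transcript identifier without version. The 17741 transcripts with no match were left out, and keeping each of them as a feature of its own was tried as an alternative that was chosen after seeing the data. A replicate block within each time point, and all alternatives for MYH9 at 24 h, were also chosen after seeing the data. Estimated counts were summed per gene and rounded to whole numbers, and genes with at least 10 in at least 3 libraries were tested. The tests used limma 3.58.1 in R 4.3.3, with voom weights, TMM factors and 1 mean per group. Differences between the arms were estimated at each time point. The overall test was a moderated F-test of the differences at 8, 24 and 48 h, and the threshold was an adjusted p of 0.01 after Benjamini-Hochberg adjustment. A 2-fold limit was applied to the mean of the log2 differences at 8, 24 and 48 h. For the change of the myosin genes from 8 h to 48 h an unadjusted p was set against 0.05 divided by the 3 genes. Gene TPM values are sums over transcripts and are given as mean and SD. For the candidates and myosins, an exact permutation test exchanged library labels within 8, 24 and 48 h, which makes 8000 relabellings and a smallest two-sided p of 0.00025.

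limma voom was taken as the main test because the paper's methods name it, and edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run as alternatives on the same rounded counts. Further alternatives set beforehand were limma-trend on log2(TPM + 1) and log2(TPM + 0.1), length-scaled counts, library totals, upper-quartile factors, scaling to the paper's 4 qRT-PCR reference genes, other filters on counts, the change from 0 h, a replicate block, fits on the libraries of the tested time points only, other thresholds and contrasts for the overall test, and each of the 24 libraries left out in turn. The pairing of libraries by replicate number comes from the sample labels, which number the replicates from 1 to 3 in each group. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

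The tests were tried on simulated data first. Counts were drawn from the real genes' means, library sizes and dispersions with 200 genes changed by known amounts among 17196 tested genes. limma voom recovered 198 of these (99.0%) with 0 unchanged genes called and 0 genes called at 0 h, and its median error was 0.003 on the log2 scale. edgeR recovered 198 with 2 unchanged genes called, and DESeq2 recovered 199 with 11 unchanged genes called. The simulation changed only 200 genes, whereas 7411 of 17415 tested genes (42.6%) passed the F-test in the real data. A batch effect that coincides with the arm was not among the inputs of the simulation. The recovery therefore shows that the tests find known changes in such simulated counts. It does not show how many of the 7411 genes respond to TGFβ.

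Apart from 8 epithelial genes listed beforehand, genes named in the text were fixed by a rule set before the data were examined. They are the genes the paper names for these cells, all myosin genes for their ranking, and the 5 rising and 5 falling genes with the lowest F-test p among those with at least 2-fold average change, the same direction at 8, 24 and 48 h, and full separation of the libraries of the arms at each of these time points. Transcripts are named where they made up at least 10% of the TPM of MYO10, MYH9, MYO1E, TPM1 or VIM in some group. The transcripts of MYO7B are named outside this rule. The gene sets behind the paper's enrichment, its qRT-PCR, imaging and patient data were not analysed here. Results of single genes that fall under the naming rule are in part not reported here. Depth ranged from 46613589 to 77964234 estimated counts per library, with a median of 54120879. Because the 4 batch codes coincide with arm and early or late time points, batch cannot be separated from treatment at 24 and 48 h. At 8 h, the change from 0 h removes an offset between the batches of the arms, since 0 and 8 h share a batch code within each arm.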

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

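The tests of scaling for the changes of MYH9 and MYO1E over time, the batch test of MYO1E, and the tests at 0 h for MYO7B and for the strongest rising and falling genes were chosen only after the result was seen.

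The difference between TGFβ-treated and untreated cells was smaller at 48 h than at 8 h for MYH9, by -0.675 on the log2 scale, and for MYO1E, by -0.363, which is a difference between time points tested directly in limma voom. For MYH9, the difference also declined from 24 h to 48 h by -0.328 within the same batch codes, so that this part of the decline does not come from a change of batch. The part between 8 h and 24 h falls between different batch codes and was not tested. Scaling to the 4 reference genes left a decline of -0.416. Reads of MYH9 lost to the related gene MYH10 would make MYH10 rise at 48 h, but MYH10 had a log2 fold change of -0.233. This value speaks only to reads moved from MYH9 to MYH10. Other sharing of reads could let both genes fall together and was not tested. A transient induction of MYH9 that ends by 48 h may be biological, as a hypothesis. For MYO1E, the decline from 24 h to 48 h was -0.541 within the same batch codes, after a rise between 8 h and 24 h that falls between different batch codes. With scaling to the reference genes the change from 8 h to 48 h was -0.105 and no longer passed the threshold. That scaling raised the median of all tested genes from 0.076 at 8 h to 0.336 at 48 h as well, and with library totals or upper-quartile factors the change of MYO1E was -0.363 and -0.36. The test with reference genes therefore does not separate a change of MYO1E from a shift of all genes.

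Among the genes with the lowest p-values are several that the paper does not discuss. PMEPA1 had an average log2 fold change of 4.108 and F2R of 2.066. In the other direction, ALDH1A3 had an average log2 fold change of -1.594, IL6R of -1.863, TIMP3 of -1.875, SLC47A1 of -1.434 and RGCC of -2.744. At 0 h, where batch codes differ between the arms as they do at 8 h, 0 of the 10 genes picked by the rule for the lowest p-values in either direction, these 7 among them, had an adjusted p-value below 0.01. However, 4 of the 10 had an unadjusted p-value below 0.05 at 0 h in limma voom, against 801 of all 17415 tested genes. These were ALDH1A3, F2R, PMEPA1 and IL6R, with unadjusted p-values of 0.0055, 0.0086, 0.030 and 0.047 in limma voom and log2 differences of -0.095, -0.10, 0.10 and -0.10. A small difference between the arms that does not come from TGFβ is therefore not excluded for these genes. With library totals, upper-quartile factors or reference genes in place of TMM, 0 of the 10 lost their direction or their adjusted p-value below 0.01. These scalings put the median average change of all tested genes between -0.105 and 0.245. The smallest average change of the 10 was -1.434, so no reversal was possible. The check shows only that the changes were larger than the differences among these scalings. For 24 h and 48 h no library without TGFβ shares the batch code of the TGFβ arm, so a batch effect at these time points was not tested. At 8 h, the smallest log2 difference among the 10 genes was -0.704, for SLC47A1, and the largest was 3.307, for PMEPA1. At 0 h the differences of the 10 lay between -0.098 and 0.099. Since 0 h and 8 h share a batch code within each arm, these values argue against batch as the cause of the differences at 8 h. The changes of these genes may be a response to TGFβ, as a hypothesis.

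MYO7B rose more than any other of the 29 tested myosin genes, with an average log2 fold change of 2.99. At 0 h its difference was -0.016, and 0 of the 3 other scalings, whose shifts are small against 2.99, changed its direction or call. However, its canonical transcript carried 0.4% of the gene's TPM in TGFβ-treated cells at 48 h, and 76.9% ± 12.7 (SD, n = 3) was assigned to MYO7B-201, a transcript of 3567 bases against 6910 bases of the canonical MYO7B-202. The rise can therefore not be told apart from reads that belong to a partial or neighbouring transcript, and it does not show that full-length MYO7B was made. Much of the difference also came from untreated cells, in which MYO7B fell from 3.36 ± 0.346 TPM at 0 h to 0.334 ± 0.020 TPM at 48 h.

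Within TPM1, a transcript listed with 1568 bases went against the gene. It had 3.77 ± 3.49 TPM (SD, n = 3) with TGFβ and 35.2 ± 0.27 TPM without at 48 h, a log2 ratio of means of -3.224. The main TPM1 transcript, of 1717 bases, had 1234 ± 52.2 TPM with TGFβ and 95.8 ± 3.85 TPM without at 48 h. The paper reports TPM1 at the gene level only. For the transcript of 1568 bases, the TGFβ arm at 0 h was lower in 3 of 9 pairs of libraries, against 9 of 9 pairs at 48 h. In the newer annotation the transcript listed with 1568 bases has only 943 bases, so the sequence the authors quantified was not compared. In that shorter sequence 0 of 913 stretches of 31 bases are absent from the other TPM1 transcripts among the 32 compared. Whether reads shared among TPM1 transcripts explain the fall can therefore not be told from these files.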

How the results depend on the processing

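All alternatives were set before the data were examined, except keeping the transcripts that have no gene in the annotation (7678 genes in the overall test), a replicate block within each time point (9998 genes) and all alternatives for MYH9 at 24 h, which were chosen after seeing the data. The number of genes changed over 8 to 48 h was 7411 and lay between 4357 and 11184 across 20 alternatives, with 8091 with a replicate block. The cause of the differences listed here was not tested.

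With the 4 qRT-PCR reference genes as library size, 11184 genes changed over 8 to 48 h, 9285 at 24 h (5115 otherwise) and 9456 at 48 h (5687 otherwise). This scaling moved the median log2 fold change of all tested genes from -0.018 to 0.245 on average over 8, 24 and 48 h. Under it the average change of MYH9 became 0.364 and passed the threshold, the change of MYO10 from 8 h to 48 h became 0.289 and passed, that of MYO1E became -0.105 and did not pass, and the difference of MYH9 at 48 h reversed to 0.115. It also reversed GUSB, itself one of the reference genes, to 0.147. Relative to the shift of the median gene, MYH9 was not raised at 48 h. Testing the change from 0 h gave 4357 genes over 8 to 48 h, 1377 at 8 h (2861 otherwise), 2899 at 24 h and 3613 at 48 h. With only the libraries of the time point in the fit, 5307 genes passed at 8 h and 2771 at 24 h. DESeq2 called 8 genes at 0 h, where limma voom called 0 and 801 genes had an unadjusted p-value below 0.05. A replicate block within each time point gave 3 genes at 0 h and 4535 at 8 h.

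The number of genes with at least 2-fold average change was 976. It was 420 on log2(TPM + 1), 765 on log2(TPM + 0.1) and 614 with at least 10 estimated counts in every library, and up to 1103 with unmatched transcripts kept and 1088 without a filter. With a replicate block the average change of MYH9 stayed at 0.10 and passed the adjusted p of 0.01, as it did with a replicate block within each time point. The difference of MYH9 at 24 h was 0.094 and not past the threshold. It was -0.001 without TMM factors, and 0.445 and past the threshold with the reference genes. The change of MYO10 from 8 h to 48 h, 0.031 and within the error, reversed to -0.018 with length-scaled counts and stayed within the error.

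Across the 24 fits that each left out 1 library, the genes changed at 0 h ranged from 0 to 1 and the average change of MYH9 from 0.084 to 0.121, which passed the threshold in 1 fit. The decrease of MYH9 at 48 h passed in only 19 of the 24 fits, with an adjusted p of up to 0.038, it passed with either replicate block (0.0013 and 4.5e-05), and it did not pass when the change from 0 h was tested (adjusted p = 0.048 in limma voom). The other counts of genes stayed within 1.5 times in all 24 fits, with 6754 to 8128 genes over 8 to 48 h, and the calls for MYO10 and MYO1E were kept. The average changes of MYO10 and MYO1E kept their direction and call in all 16 alternatives, from 1.198 to 1.549 and from 0.509 to 0.859. The number of candidates meeting both criteria ranged from 13 to 15 over 17 alternatives. The decline of MYH9 from 8 h to 48 h was kept in all 14 alternatives, from -0.704 to -0.416. MYO10 ranked 2 among the tested myosins in all 16 alternatives, behind MYO7B in the limma voom fit with TMM.

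Depth limits genes with few counts most. MMP9, at 0.205 TPM or less in the mean of each group, was not tested in the main setting.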

Differences from the paper's values

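The paper reports 2323 genes with an adjusted P-value below 0.01, and the F-test of limma voom over 8, 24 and 48 h gave 7411 here. None of the alternatives set before the data were examined closed the gap. The nearest was the change from 0 h with 4357 genes, followed by an adjusted p-value below 0.001 with 5543 genes, and the farthest was scaling to the reference genes with 11184. Keeping transcripts with no gene in the annotation, chosen after seeing the values, gave 7678, and a replicate block within each time point, also chosen then, gave 9998.

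The paper states that all of the 3 myosin genes were strongly induced by TGFβ. Here MYO10 and MYO1E had average log2 fold changes of 1.285 and 0.596, while MYH9 passed the F-test (adjusted p = 1.3e-05 in limma voom) but had an average of 0.10 (adjusted p = 0.031), was higher with TGFβ at 8 h (0.440) and was lower at 48 h (-0.234). The paper selects SHROOM4 as changed at least 2-fold, and here its average log2 fold change was 0.978, below 2-fold. With the change from 0 h, with the reference genes as library size, or with 2-fold required at any one time point, SHROOM4 met the limit and all 15 candidates were reached.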

Other observations

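The test of the qRT-PCR reference genes and the replicate block within each time point were chosen only after results were seen. The epithelial values at 48 h were also looked at only afterwards. The other tests of this part were set before their results were seen.

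The split of the libraries into arms was compared with splits in which at most 1 same-numbered pair of libraries per time point was exchanged between the arms at 8, 24 and 48 h, 64 splits in all. The other 63 splits differ from the real one in that at least 1 time point mixes treated and untreated libraries. Only 1 of the 64 splits, the real one, gave as many as 7411 genes over 8 to 48 h, and the highest of the others, in which a single pair was exchanged, gave 5451. For genes with at least 2-fold average change the real split was also the only 1 of the 64 to reach 976, with at most 726 in the others. For the 14 candidates meeting both criteria it was 1 of 64 as well, with at most 13 in the others, but the paper chose these genes from the same libraries for this pattern, so this does not test it. At 8 h, 24 h and 48 h taken singly, 1 of 4 splits each gave as many genes and the other 3 gave 0, and at 0 h all 4 of 4 splits gave 0 genes, but 4 splits cannot give a share below 0.25.

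Untreated cells changed a great deal over the time course. Between 0 h and 48 h, 9610 genes changed in untreated cells at an adjusted p-value below 0.01 in limma voom, of which 2991 by at least 2-fold. If batch codes were the only cause, few genes would change between 24 h and 48 h, which share a code in the untreated arm, but 4953 did. Between 0 h and 8 h, which also share a code, 4519 changed. Changes from 0 h to 24 h or 48 h compare different batch codes, so a contribution of batch to them is not excluded. With that limit, part of the difference between the arms comes from the untreated arm. Of the 526 genes rising past both criteria, 368 reached 2-fold above their own 0 h level on average. In untreated cells 326 of the 526 had a negative average change from 0 h, 193 of them at an adjusted p-value below 0.01, and for 108 the larger part of the difference came from untreated cells. Of the 450 falling genes, only 146 fell 2-fold from their own 0 h level in the TGFβ arm, and for 268 of them the larger part of the difference was an increase in untreated cells. TIMP3 is an example, with an average change from 0 h of -0.53 in the TGFβ arm and of 1.39 in untreated cells. Among the candidates 12 of 15 reached 2-fold from their own 0 h level. MYO10 did not, with an average change from 0 h of 0.77 on the log2 scale in the TGFβ arm and of -0.47 in untreated cells, and neither did ITGA5 with 0.66 or VIM with 0.70. In TPM, MYO10 at 48 h was at 1.77 times its 0 h level in the TGFβ arm and at 0.805 times its 0 h level in untreated cells. The drift of untreated cells may reflect the growth factor-depleted medium or cell density, as a hypothesis that these libraries cannot test.

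The paper's qRT-PCR, made from the same RNA and normalized to reference genes, does not show MYH9 below untreated cells at 48 h, while the TMM-normalized RNA-Seq counts do. Among the reference genes, average log2 fold changes with TGFβ were -0.12 for GUSB, -0.355 for HPRT1 and -0.275 for GAPDH, and HPRT1 and GAPDH passed an F-test adjusted p-value of 0.01 in limma voom while GUSB did not. In several alternatives, a replicate block among them, GUSB passed as well. With these genes as library size the log2 fold change of MYH9 at 48 h was 0.115, with an unadjusted p of 0.031 and an adjusted p of 0.047 in limma voom, which is above 0 but not past 0.01. A candidate explanation for the different direction is therefore the choice of reference. The qRT-PCR values themselves were not analysed here, and which reference genes entered each measurement was not tested.

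The paper measured EMT markers by qRT-PCR in an experiment that has no values here. In the RNA-Seq libraries, SNAI1 had an average log2 fold change of 1.84 and reached 9.83 ± 0.553 TPM (SD, n = 3) with TGFβ against 1.35 ± 0.103 TPM at 48 h. SNAI2 had 1.34, with 47.7 ± 0.651 against 16.5 ± 0.445 TPM. TWIST1 was lower with TGFβ, with an average of -0.54, and ZEB1 did not pass (average 0.12, F-test adjusted p = 0.24 in limma voom, 23.5 ± 0.854 against 21.1 ± 0.518 TPM at 48 h), except that it passed with scaling to the reference genes at 0.38 and, at the same average of 0.12, with a replicate block within each time point (adjusted p = 0.0027 in limma voom). MMP9 had 0.205 ± 0.098 TPM with TGFβ and 0.033 ± 0.030 TPM without at 48 h, too few counts to be tested.

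A loss of the epithelial gene programme was tested as a hypothesis with a list of 8 genes written beforehand (CDH1, EPCAM, OCLN, CLDN1, DSP, TJP1, KRT8 and KRT18). Of these, 4 had an F-test adjusted p-value below 0.01 with a negative average, 3 with a positive average, and KRT8 did not pass. The largest decreases were those of CLDN1 (average log2 fold change -0.95) and OCLN (-0.79), whereas CDH1 averaged 0.00 and DSP rose by 0.40. The averages of CDH1 and KRT18 were close to 0, so their sign says little. At 48 h the log2 fold changes of 5 of the 8 genes were negative with an adjusted p-value below 0.01 in limma voom, -0.35 for CDH1, -0.44 for EPCAM, -0.93 for OCLN, -1.76 for CLDN1 and -0.19 for KRT18. KRT8 (-0.19), DSP (0.17) and TJP1 (0.09) did not pass at 48 h. The hypothesis is left open by the averages (4 of 8 genes), and the values at 48 h were looked at only afterwards.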
